# Molecular evidence for increased regulatory conservation during metamorphosis, and against deleterious cascading effects of hybrid breakdown in *Drosophila*

**DOI:** 10.1186/1741-7007-8-26

**Published:** 2010-03-31

**Authors:** Carlo G Artieri, Rama S Singh

## Abstract

**Background:**

Speculation regarding the importance of changes in gene regulation in determining major phylogenetic patterns continues to accrue, despite a lack of broad-scale comparative studies examining how patterns of gene expression vary during development. Comparative transcriptional profiling of adult interspecific hybrids and their parental species has uncovered widespread divergence of the mechanisms controlling gene regulation, revealing incompatibilities that are masked in comparisons between the pure species. However, this has prompted the suggestion that misexpression in adult hybrids results from the downstream cascading effects of a subset of genes improperly regulated in early development.

**Results:**

We sought to determine how gene expression diverges over development, as well as test the cascade hypothesis, by profiling expression in males of *Drosophila melanogaster*, *D. sechellia*, and *D. simulans*, as well as the *D. simulans *(♀) × *D. sechellia *(♂) male F1 hybrids, at four different developmental time points (3rd instar larval, early pupal, late pupal, and newly-emerged adult). Contrary to the cascade model of misexpression, we find that there is considerable stage-specific autonomy of regulatory breakdown in hybrids, with the larval and adult stages showing significantly more hybrid misexpression as compared to the pupal stage. However, comparisons between pure species indicate that genes expressed during earlier stages of development tend to be more conserved in terms of their level of expression than those expressed during later stages, suggesting that while Von Baer's famous law applies at both the level of nucleotide sequence and expression, it may not apply necessarily to the underlying overall regulatory network, which appears to diverge over the course of ontogeny and which can only be ascertained by combining divergent genomes in species hybrids.

**Conclusion:**

Our results suggest that complex integration of regulatory circuits during morphogenesis may lead to it being more refractory to divergence of underlying gene regulatory mechanisms - more than that suggested by the conservation of gene expression levels between species during earlier stages. This provides support for a 'developmental hourglass' model of divergence of gene expression in *Drosophila *resulting in a highly conserved pupal stage.

## Background

Studies in the field of evolutionary developmental biology have highlighted an important role for the divergence in patterns of gene regulation in shaping species-specific developmental outcomes. However, they have generally focused on a few loci, with the intent of mapping the precise changes in *cis *regulatory sites that are responsible for altered phenotypes [1,2]. Conversely, large-scale interspecific comparative gene regulation studies in the context of development are lacking, despite a growing body of speculation about the importance of divergence in regulatory networks in determining broad evolutionary patterns [3,4]. Such comparative studies are crucial to a more complete synthesis of evolution and development, as theoretical models of evolutionary processes are ultimately derived from the attempt to explain general patterns, rather than from case studies [5]. A number of researchers have used interspecific hybrids in order to study patterns of gene expression divergence at the level of the transcriptome, typically with the intent of elucidating the incompatible divergence of regulatory factors responsible for post-zygotic reproductive isolation leading to speciation (reviewed in [6]). Such hybrids offer us the chance to reveal incompatible divergence between regulatory elements that are masked by stabilizing selection acting to maintain similar expression levels in the parental species [7]. These studies have found a wide quantitative divergence of gene expression levels between hybrids and (same sex) members of their parental species, manifested as an improper expression of genes within hybrids relative to both parental species. The majority of these misexpressed genes are underexpressed relative to the parents, which is thought to result from a loss-of-function phenotype in hybrids caused by the incompatible divergence of gene regulatory elements, either in *cis *or *trans*. A potential caveat to expression studies employing interspecific hybrids is that they have generally examined only a single developmental stage, typically the adult. Hybrids are often characterized by the breakdown of various developmental systems, such as atrophied or absent germlines or heterosis of particular tissues/organs [8,9]. Such observations have led to the suggestion that widespread misexpression of genes in adults may not reflect the equally widespread incompatible divergence of regulatory elements during this stage. Rather, they may result from incompatibilities occurring among a smaller number of genes upstream in ontogenic hierarchies that have complex cascading effects that manifest themselves as an increasing proportion of misexpressed genes as ontogeny progresses [6]. This increase in the proportion of misexpressed genes may result from two non-mutually exclusive mechanisms: (1) improper regulation of genes occurring early in development may lead to improper development of particular tissues creating allometric differences in mRNA abundance relative to the parental species. (2) Improper regulation of early genes may lead to improper regulation of their downstream targets, which propagates throughout the developmental regulatory network. Irrespective its ultimate cause, we shall refer to this hypothesis as the 'cascade model' of hybrid misexpression.

The notion that changes occurring early in development are likely to lead to deleterious cascading effects in later stages is the most popular explanation for the observation that species are generally more similar to one another morphologically in earlier developmental stages compared to later developmental stages (known as Von Baer's [10] 'third law of development' [11,12]). Generally termed 'developmental constraint' [12], this hypothesis invokes the notion that purifying selection will be stronger when acting on early-expressed, developmentally integrated genes [13]. Evidence for the developmental constraint hypothesis has come from the observation that genes expressed early in development tend to be more conserved at the sequence level than those expressed later [14-16]. More recently, it has been suggested that, while constraint may explain conservation of sequence and structure in early development, a greater opportunity for selection in later stages, engendered by such features as greater organismal mobility, complexity of behavior and sexual reproduction, may also contribute to the greater level of divergence seen among species' adults [16] - a theory originally proposed by Darwin [17]. It should also be noted that, while Von Baer's third law holds generally, it has been established that interspecific divergence does not increase monotonically over the entire course of development; rather, the earliest stages of ontogeny in vertebrates, for example, can vary substantially between species [12]. This has led to the proposal of a 'developmental hourglass' model of ontogenic divergence, wherein certain stages of development are more highly conserved as a result of a greater integration of complex regulatory interactions compared to those occurring either earlier or later - typically those stages during which organogenesis begins [12,18] (see also [19] for criticism of this model).

In order to test the predictions of the cascade model of hybrid misexpression, as well as to address whether Von Baer's law holds at the level of gene expression, we conducted *Drosophila melanogaster *cDNA microarray-based expression profiling of males of *D. melanogaster*, *D. sechellia *and *D. simulans*, at four synchronized developmental time points [3rd instar larval (larval), early pupal, late pupal and newly-emerged adult (adult)]. *D. simulans *and *D. sechellia *shared a most recent common ancestor (MRCA) ~0.5 - 1.0 million years ago (MYA) and form a clade that shared an MRCA with *D. melanogaster *approximately 5.4 MYA [20,21]. In addition, we also performed the same analysis on the male interspecific F1 hybrids of the *D. simulans *(♀) × *D. sechellia *(♂) cross (hereafter simply called 'hybrids'). We sought to test two specific hypotheses:

1. Does interspecific divergence in gene expression level increase over development (as has been observed for coding sequence divergence) or is expression more conserved during a particular developmental stage, indicating greater regulatory integration during a particular part of the life cycle?

2. Is such divergence also manifested in interspecific hybrids via an increasing proportion of misexpressed genes over subsequent stages of development, directly revealing regulatory divergence?

We find evidence that gene expression levels, when compared between pure species, follow a pattern of greater conservation in the earlier stages, as has been previously observed at the level of gene sequence and morphology. However, our results in hybrids do not support the developmental cascade model of misexpression: rather, we find ontogenic stage-specific breakdown of expression with the fewest misexpressed genes observed during the late pupal time point. Our data provide important insights for research exploring both the evolution of gene regulation in the context of development and the genetics of speciation, as it appears that phenotypic patterns of divergence observed in interspecific comparisons may mask more complex divergence occurring at the molecular level [22].

## Results

### Within-species expression patterns over ontogeny

We first sought to compare how patterns of gene expression varied within species over the course of our four sampled developmental time points. 

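RNA came from pools of 25 males of D. melanogaster, D. sechellia and D. simulans. The stages were larval (96 h), early pupal, late pupal (72 h) and adult (1.5 h after eclosion). The Methods place the early pupal samples at 2 h after puparium formation and the sample labels at 4 h. Each species and stage had 1 pool, hybridised to 3 arrays, so the 3 arrays of a group are technical replicates. Each sample was hybridised with a common reference, RNA of mixed-stage D. melanogaster labelled with the other dye, and no dye swap was made. A value is the log2 ratio of sample to reference, normalized by the authors with a lowess fit within each array. Within a species, a higher value means more transcript in the sample. The samples were amplified in 2 rounds and the reference was not. The arrays carry D. melanogaster cDNA, and the paper warns that sequence divergence can bias values of other species. It found no significant correlation between divergence in sequence and in expression. Single genes were not checked for such a bias here. The authors kept only spots measured on every array of a group, which left 3632 elements in D. melanogaster, 4479 in D. sechellia and 4130 in D. simulans. The 2 spots of an element were averaged, and the medians of the arrays lay between -0.07 and 0.09. In 6 groups of the pure species, a pair of arrays was near-identical, with an SD of their differences between 0.05 and 0.09, against 0.36 to 0.74 in the 41 other pairs within groups. These arrays were merged, and each group of the pure species was reduced to its mean. The groups were compared with limma, in which the spread comes from the hybrid pools. An SE given for the species is therefore not a spread between the species or their pools. Genes were called at an adjusted p under 0.05 and a change of at least 1.5-fold, and the number of arrays limits the precision.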

Restricting our comparison to the 2,006 genes that were detectibly expressed at all four time points in the three species and the hybrids, we found that 64.2% (1,287), 82.2% (1,649), 62.2% (1,247) and 57.9% (1,162) of genes varied significantly in the expression level over the course of the sampled developmental interval in *D. melanogaster*, *D. sechellia*, *D. simulans *and the hybrids, respectively (Additional File 1 contains supplementary methods and analysis, and tables containing raw data and the results of statistical analyses are found in Additional File 2). 

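From the larval to the early pupal stage, wupA (troponin I) fell by 5.17 on the log2 scale in the mean of the pure species (SE 0.36, n = 3 species, adjusted p = 1.33e-08 from limma). The muscle protein gene Mp20 fell by 5.13 (SE 0.32, adjusted p = 7.59e-09) and the myosin light chain gene Mlc1 fell by 3.89 (SE 0.29). Eig71Ed, induced by ecdysone, rose by 4.84 over the same interval (SE 0.34, adjusted p = 1.33e-08), and bwa, which encodes a ceramidase, rose by 3.23. The transition called 220 genes higher and 204 lower in the mean of the species, of 1706 genes with a name that were measured in every group. Within single groups, 225 of the 1706 genes varied in D. melanogaster (13.2%, 95% interval 11.6 to 14.9), 333 in D. sechellia (19.5%, 17.7 to 21.5) and 260 in D. simulans (15.2%, 13.6 to 17.0). In the hybrids 747 genes varied (43.8%, 41.4 to 46.2), where 3 pools instead of 1 stood behind each stage. With every array taken as a replicate, the counts were 971, 1244 and 979 in the species and 920 in the hybrids. Without replicate 3, they were 119, 200, 154 and 344. Without replicate 1 they were 382, 496 and 400 in the species, and without replicate 2 the hybrids had 472. Once hybrid larval replicate 1 was left out, D. melanogaster had 336.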

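Over 12 genes of the sarcomere and flight muscle, the median log2 ratio moved from 1.02 in larvae to -2.61 in early pupae of D. sechellia, from -0.17 to -2.52 in D. melanogaster and from 0.19 to -2.50 in D. simulans, each from 1 pool per stage. In larvae this list lay higher in D. sechellia than in D. simulans at the preset correlation (camera, adjusted p = 0.00128, and adjusted p = 0.249 with an estimated correlation). Over 19 genes of oxidative phosphorylation, the medians at these stages were 0.36 and -1.44 in D. sechellia, -0.18 and -1.13 in D. melanogaster, and -0.37 and -1.46 in D. simulans. From the larval to the early pupal stage, limma called 111 genes higher and 90 lower in D. sechellia, 24 and 38 in D. melanogaster, and 44 and 55 in D. simulans. The median size of this change over all genes was 0.66 in D. sechellia and 0.37 in D. melanogaster. Over the whole interval, 108 more genes varied in D. sechellia than in D. melanogaster (exact McNemar test, p = 1.32e-13) and 73 more than in D. simulans (p = 3.61e-06). When each array was scaled to the same SD, a setting chosen after the counts were seen, the excess over D. simulans was 30 (exact McNemar test, p = 0.0686). The difference from the hybrids, -414, is void as a comparison, since 3 pools instead of 1 stood behind each hybrid stage. It was 324 when every array was a replicate (exact McNemar test, p = 5.16e-43).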

The proportion of genes that varied significantly during development in *D. sechellia *was significantly greater than that of the other two species and the hybrids (χ^2 ^test, 1 degree of freedom [df], *P *= 3.709214 × 10^-6^, 1.179722 × 10^-7^, and 1.642797 × 10^-11 ^for the comparison with *D. melanogaster*, *D. simulans*, and the hybrids, respectively; Bonferroni correction was applied to all pairwise tests). However, no other pairwise comparisons were statistically significant (*P *> 0.05). 

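Cuticle and muscle genes were among those that moved alike in the 3 species. From the early to the late pupal stage, 41 genes rose and 24 fell in each of the 3 species. The sarcoplasmic calcium-binding protein gene Scp1 rose by 5.36 in their mean (SE 0.22, n = 3 species, adjusted p = 1.91e-11 from limma), and the cuticular protein genes Cpr49Ae and Cpr62Bc rose by 5.87 (SE 0.32) and 4.86. Eig71Ed fell by 4.96 (SE 0.34, adjusted p = 9.31e-09) and FASN3, a fatty acid synthase, fell by 3.63. Of the 1706 genes, 127 varied over development in all 3 species and 1245 in none. Varying genes of a single species numbered 116 in D. sechellia, 42 in D. melanogaster and 73 in D. simulans. D. sechellia shared 43 with D. melanogaster alone and 47 with D. simulans alone, and 13 were shared by D. melanogaster and D. simulans alone. If every array was a replicate, 617 genes varied in all 3 species and 187 in none.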

The relationships among genes varying among the three pure species or the parental species and the hybrids are shown in Venn diagram form in Additional File 3. Numerous lines of evidence suggest that *D. sechellia *arose from a relatively recent island colonization event, perhaps having gone through a severe bottleneck, and have since maintained low effective population sizes [20,23], leading to a reduced level of intraspecific polymorphism relative to the other two pure species. A reduced level of intraspecific polymorphism in expression level could lead to reduced estimates of between-replicate variability on the microarrays, thus improving our statistical power to detect significant differences. An inspection of the distributions of between replicate variances in our array data revealed that, indeed, *D. sechellia *showed significantly reduced between replicate variance compared to the other two species and the hybrids during the three earliest sampled times in our ontogenic interval (Kruskal-Wallis rank sum test, *P *< 2.2 × 10^-16^; Additional File 4). Therefore, we generated a set of random array values for these time points, retaining the means of *D. sechellia *while scaling their variance to that estimated from *D. simulans *(see Methods). 

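The variance between the 3 arrays was lowest in D. sechellia for 41.4% of the 1706 genes at the larval stage, where 25% is the share if no group differed. The share was 37.7% at the early pupal stage, 49.1% at the late pupal stage and 48.5% in adults. The median variance of the log2 ratio in D. sechellia was 0.0267, 0.0186, 0.0104 and 0.0117 from larvae to adults, and in D. simulans 0.0683, 0.0561, 0.0269 and 0.0553. In D. melanogaster it was 0.0483, 0.0213, 0.0440 and 0.0411. Variance between hybrid arrays, which also holds the spread between pools, had medians of 0.0829, 0.0491, 0.0543 and 0.0403. Near-identical pairs of arrays occurred in D. sechellia at the early pupal, late pupal and adult stages, in D. simulans at the late pupal and adult stages, in D. melanogaster at the early pupal stage and in the hybrids in adults. With each such pair counted once, D. sechellia was lowest for 34.8% of genes at the early pupal stage, 44.3% at the late pupal stage and 44.0% in adults. Groups with such a pair then had 2 arrays and the others 3. A variance over fewer arrays is more often the lowest without any difference in spread, so 25% is no measure for these shares. The other groups with 2 arrays were D. melanogaster in early pupae (32.8%) and D. simulans in late pupae (25.7%). In adults they were D. simulans (15.8%) and the hybrids (23.6%).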

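Genes of the proteasome, which degrades ubiquitinated proteins, had median log2 ratios in D. sechellia of -0.55 in larvae, 0.36 in early pupae, -0.90 in late pupae and 0.34 in adults, over 18 genes. In D. simulans the same medians were -0.42, -0.13, -0.46 and 0.10, and in D. melanogaster -0.10, -0.10, -1.09 and -0.26. The SD of the log2 ratios over the genes of an array was on average 0.96 in D. sechellia, 0.92 in D. simulans and 0.97 in D. melanogaster. At the early pupal stage it was 1.07 in D. sechellia and 1.00 in D. simulans, and at the late pupal stage 0.91 and 0.84. After each array was scaled to the same SD, 342 genes varied in D. sechellia, 312 in D. simulans, 222 in D. melanogaster and 743 in the hybrids.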

We found that the number of genes that vary significantly in expression level over development in *D. sechellia *remained significantly higher than in both *D. simulans *and the hybrids but it was no longer significantly greater than *D. melanogaster *(χ^2 ^test, 1 df, *P *= 0.02996, 0.0001467, and 0.1891, respectively).

### Between species divergence in the context of ontogeny

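At the early pupal stage, limma called 11 genes between D. melanogaster and D. sechellia, 5 higher in D. melanogaster. CG2233 was higher there by 2.68 on the log2 scale (SE 0.47, n = 1 pool per species, adjusted p = 0.0168) and CG30472 by 2.06 (SE 0.44). CG4213 and CG10338 had differences of -1.89 (SE 0.38) and -1.61 (SE 0.35). At the larval stage no gene was called in any of the 3 comparisons over the 1906 genes measured in all species. An unadjusted p under 0.05 was reached by 287 genes between D. melanogaster and D. sechellia, 145 between D. melanogaster and D. simulans, and 51 between D. sechellia and D. simulans. Without any difference, a share of 0.05 of the 1906 genes would be expected there, which the 51 genes do not reach. The same share applies to each later count at an unadjusted p for a single pair of groups. SAM over the 6 spots called 709, 459 and 296 larval genes in these comparisons, and limma with every array as a replicate called 668, 401 and 205. Without replicate 1, limma on the group means called 56 larval genes between D. melanogaster and D. sechellia and 3 between D. melanogaster and D. simulans, and without hybrid larval replicate 1 it called 43 and 2.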

Focusing only on the pure species, we compared the number of genes that were differentially expressed at each of the four sampled time points in pairwise comparisons among those genes detectibly expressed at all stages in all three species (2,253 genes; Figure 1). We find that in those pairwise comparisons between species in which the number of differentially expressed genes varied significantly over our sampled developmental interval (*D. simulans *versus *D. melanogaster*, and *D. simulans *versus *D. sechellia*) fewer genes were differentially expressed at the earlier stages (the larval stage in both pairwise comparisons and the early pupal stage in the latter; χ^2 ^test, 1 df, *P *< 0.001). 

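At the late pupal stage, CG2201 was higher in D. melanogaster than in D. simulans by 2.23 on the log2 scale (SE 0.36, n = 1 pool per species, adjusted p = 0.0188 from limma) and Asator, a kinase of the spindle matrix, by 1.88 (SE 0.35, adjusted p = 0.0413). In adults CG8066 was higher in D. melanogaster by 2.94 (SE 0.41, adjusted p = 0.00244), and Gli, which encodes gliotactin of the septate junctions, had a difference of -3.00 (SE 0.51, adjusted p = 0.0150). From larvae to adults, 0, 0, 2 and 2 genes were called between these species, and 145, 128, 288 and 231 had an unadjusted p under 0.05. SAM called 459, 406, 654 and 583. Without replicate 1, limma called 12, 100 and 35 at the early pupal, late pupal and adult stages, and without replicate 3 none. Without hybrid larval replicate 1 it called 10, 87 and 30 at these stages. With all arrays as replicates there were 401, 354, 624 and 543, and the late pupal count exceeded the larval (exact McNemar test, adjusted p = 7.40e-17 over 30 tests), as did the adult count (adjusted p = 5.34e-08). Between D. sechellia and D. simulans, that setting gave 490 genes at the early pupal stage and 205 at the larval stage (exact McNemar test, adjusted p = 3.31e-33).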

In no case were there significantly fewer genes differentially expressed at a later developmental time in comparison to an earlier one (*P *> 0.05). 

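Between D. melanogaster and D. sechellia, ND-39, a subunit of mitochondrial complex I, had the largest adult difference among the called genes, -3.22 on the log2 scale (SE 0.52, n = 1 pool per species, adjusted p = 0.0155 from limma). Rpn12 of the proteasome's regulatory particle had an adult difference of -2.07 (adjusted p = 0.0307), and FASN3 was higher in D. melanogaster adults by 2.14 (adjusted p = 0.0330). The late pupal genes were CG8701, higher in D. melanogaster by 2.88 (SE 0.50, adjusted p = 0.0140), CG14891, higher by 3.33, and Blimp-1, a transcription factor that responds to ecdysone, with -3.41 (SE 0.43, adjusted p = 0.0117). For CG14891 and Blimp-1 the hybrids have no value, so their SE rests on the spread of the other genes. Called genes in this comparison numbered 0, 11, 3 and 6 from larvae to adults, with 238 early pupal, 272 late pupal and 242 adult genes at an unadjusted p under 0.05. No later stage had fewer genes than an earlier stage at an adjusted p under 0.05 (exact McNemar test). When every array was a replicate, the counts were 668, 658, 552 and 550, and the adult count was below the larval (exact McNemar test, adjusted p = 2.76e-05). Once hybrid larval replicate 1 was left out, the counts from larvae to adults were 43, 47, 42 and 27, without replicate 1 they were 56, 55, 63 and 24, without replicate 2 they were 0, 3, 4 and 3, and without replicate 3 no gene was called.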

As *D. simulans *and *D. sechellia *form a clade excluding *D. melanogaster *[20], we expected that they would show fewer differentially expressed genes than the other two possible pairwise comparisons. This was the case in all situations in which the difference between comparisons was statistically significant for the larval, late pupal and adult time points (Figure 1). However, there are significantly more genes differentially expressed between *D. sechellia *and *D. simulans *than in the comparison between *D. melanogaster *and *D. simulans *during the early pupal point (*P *< 0.001 in all cases). 

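The lists called between D. sechellia and D. simulans at the preset correlation were not called at the estimated correlation. In larvae, 18 genes of cytosolic ribosomal proteins lay higher in D. sechellia by a median of 0.49 on the log2 scale (camera, adjusted p = 0.000291, and adjusted p = 0.344 with an estimated correlation). The 11 genes of mitochondrial ribosomal proteins lay higher by 0.62 (adjusted p = 0.00156, and adjusted p = 0.0882 with an estimated correlation), with 10 of the 11 above 0. Oxidative phosphorylation lay higher by 0.56 (adjusted p = 1.66e-05, and adjusted p = 0.344 with an estimated correlation) and muscle by 0.42 (adjusted p = 0.00128, and adjusted p = 0.249 with an estimated correlation). In adults, muscle lay higher by 0.52 (adjusted p = 0.00466, and adjusted p = 0.524 with an estimated correlation). No list passed at the late pupal stage. Limma called 0 single genes at the larval, late pupal and adult stages, with 51, 208 and 113 at an unadjusted p under 0.05, and SAM called 296, 544 and 483. Once hybrid larval replicate 1 was left out, 29 late pupal and 4 adult genes were called, and without replicate 1, 26 late pupal genes. When every array was a replicate the counts were 205, 503 and 410, and the late pupal count lay below the 624 between D. melanogaster and D. simulans (exact McNemar test, adjusted p = 5.02e-06).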

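Cpr100A, a cuticular protein gene, had the largest difference among the genes called between D. sechellia and D. simulans in early pupae, -4.42 on the log2 scale (SE 0.48, n = 1 pool per species, adjusted p = 7.72e-05 from limma). CG5973 had a difference of -2.39 (SE 0.40, adjusted p = 0.0154). The 18 proteasome genes lay higher in D. sechellia by a median of 0.77 (camera, adjusted p = 3.86e-05, and adjusted p = 0.545 with an estimated correlation), with 0 members called over all genes and 2 when adjusted over the list alone. The 17 testis genes had a median of -0.53 (camera, adjusted p = 0.00214, and adjusted p = 0.545 with an estimated correlation). Limma called these 2 genes between D. sechellia and D. simulans and 0 between D. melanogaster and D. simulans, at an adjusted p = 0.725 from the exact McNemar test. An unadjusted p under 0.05 was reached by 153 and 128 genes, and SAM called 544 and 406. With all arrays as replicates, the counts were 490 and 354 (exact McNemar test, adjusted p = 9.18e-08). The order turned without replicate 1, with 6 and 12 genes, and without hybrid larval replicate 1, with 3 and 10.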

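D. melanogaster early pupae stood apart from D. sechellia in several single genes. CG17834 had a difference of -2.49 on the log2 scale, D. melanogaster minus D. sechellia (SE 0.35, n = 1 pool per species, adjusted p = 0.00267 from limma). Rpn12 had a difference of -2.33 (SE 0.40, adjusted p = 0.0168) and Blimp-1 of -2.52 (adjusted p = 0.0357), while Cpr100A was higher in D. melanogaster by 2.54 (adjusted p = 0.0252). For Blimp-1, CG14891 and CG32588 the hybrids have no value, and their SE rests on the spread of the other genes. At the early pupal stage, 11 genes were called against D. sechellia and 0 against D. simulans (exact McNemar test, adjusted p = 0.0146). With all arrays as replicates, the early pupal counts were 658 and 354 (exact McNemar test, adjusted p = 1.80e-35) and the larval counts 668 and 401 (adjusted p = 6.44e-34). Without replicate 3, no gene was called in either early pupal comparison. Without replicate 1, 55 and 12 were called, without replicate 2, 3 and 0, and without hybrid larval replicate 1, 47 and 10. From this asymmetry the paper proposes that D. simulans and D. sechellia were under different evolutionary pressures at earlier stages.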

We also found significant asymmetry in the number of genes differentially expressed in comparisons between *D. melanogaster *and *D. simulans *or *D. sechellia *during the larval and early pupal time points, where fewer genes are differentially expressed in the former as compared to the latter (*P *< 0.001), suggesting that *D. simulans *and *D. sechellia *have experienced different evolutionary pressures in earlier developmental stages.

**Figure 1:**
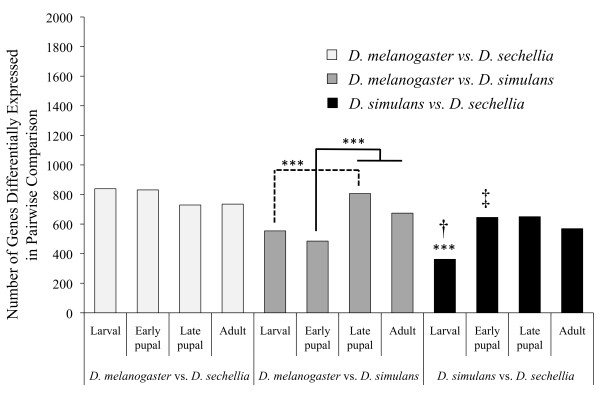
**Number of genes significantly differentially expressed in pairwise comparisons between each of the three pure *Drosophila *species at each of the four sampled stages (out of 2,253 genes)**. There are fewer genes differentially expressed in the larval as compared to the late pupal stage in the comparison between *Drosphila melanogaster *and *D. simulans *(*P *< 0.001) as indicated by the dashed line. Similarly, there are fewer genes differentially expressed in the early pupal stage of the same comparison than the late pupal or the adult as indicated by the solid line (*P *< 0.001). In the comparison between *D. simulans *and *D. sechellia *there are fewer genes differentially expressed during the larval stage than any other stage as indicated by the three asterisks (***) (*P *< 0.001). All other between stage comparisons within the pairwise comparisons were not statistically significant. There were fewer genes that were differentially expressed between *D. simulans *and *D. sechellia *during the larval stage than the other two more phylogenetically distant comparisons (indicated by the dagger [†]). The number of genes that were significantly differentially expressed differed in all three comparisons between the early pupal stage; however, the *D. simulans *versus *D. sechellia *comparison was not the lowest (indicated by the double-dagger [‡]).

### Hybrid expression patterns over development

In order to further probe the divergence among regulatory factors between species, we compared patterns of gene expression among the three pure species as well as the male *D. sechellia *and *D. simulans *sterile F1 interspecific hybrids during the four sampled developmental time points. 

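The hybrids were the sons of D. simulans females and D. sechellia males. Their RNA came from 3 pools of 25 males per stage, each on 1 array against the common reference of the pure species, so their arrays hold the spread between pools. The authors kept 3079 elements with spots measured on every hybrid array. Comparisons with the parents cover 1748 genes with a name and those with all 4 groups 1706. A hybrid's distance to D. sechellia and to D. simulans shares the hybrid arrays, and both parents share them in a test of misexpression. The adult arrays 1 and 2 were near-identical (SD of their differences 0.21) and were merged. Hybrid larval pool 1 stood apart. Along the mean change of the pure species from larvae (0) to early pupae (1), it lay at 0.42, and pools 2 and 3 at -0.05 and 0.01. Across genes, its values had r = 0.764 and 0.780 with pools 2 and 3, which had r = 0.924 with each other. In pool 1, bwa was higher by 2.01 and CG5171 by 2.82 than the mean of the other pools, and CG7214 had a difference of -2.89. These genes change the same way from larvae to early pupae in the pure species, which not all genes with large deviations in pool 1 do.

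**Figure D1:**
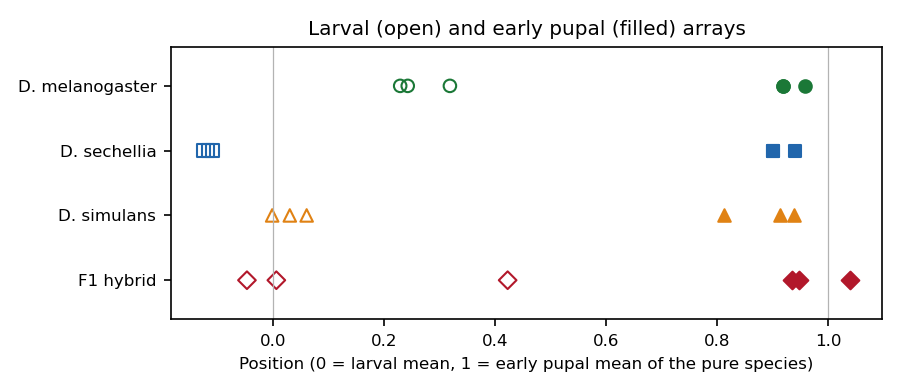
Position of each larval array (open) and early pupal array (filled) along the larval to early pupal change, without unit, where 0 is the larval mean and 1 the early pupal mean. Arrays of a pure species are placed on the change of the other two species and hybrid arrays on that of all 3. Hybrid larval pool 1 sits at 0.42 and the hybrid early pupal arrays between 0.94 and 1.04.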

We performed hierarchical clustering analysis using a conservative set of 2,006 genes detectibly expressed on all replicate array spots during all four developmental time points in the three pure species and the hybrids (Figure 2; see Methods). Bootstrapping the dendrogram indicates that all clusters except one are supported at the 95% level (indicated by the dagger [†]). 

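From the late pupal stage to the adult, Cpr92F fell by 3.97 on the log2 scale in the mean of the pure species (SE 0.25, n = 3 species, adjusted p = 1.53e-08 from limma), TwdlT, also a cuticle gene, fell by 3.18, and the fat body protein genes Fbp1 and Fbp2 fell by 2.24 and 2.84. CG7409 rose by 3.37 (SE 0.25, adjusted p = 9.05e-08), and cu, a deadenylase of the nocturnin family, rose by 2.37. In all 3 species 14 genes rose and 11 fell between these stages, and all of these moved the same way in the hybrids. In the dendrogram of the 16 groups over 1706 genes, the 4 groups of each stage formed a cluster in 100% of 1000 bootstrap resamples of genes. Resampling genes takes them as independent, which genes of a pathway are not.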

Patterns of expression within individual stages, rather than species, clustered together, indicating that stage-specific expression levels are significantly conserved between species. Furthermore, the larval and early pupal time points formed a cluster, as did the late pupal and adult points, which supports previous observations that suggest that substantial expression turnover occurs during the active organogenesis taking place during the pupal stage [24]. 

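Muscle genes and most measured genes of oxidative phosphorylation fell between larvae and early pupae and were higher again in late pupae. The 12 genes of the sarcomere and flight muscle had a median change of -2.79 on the log2 scale in the mean of the pure species (camera, adjusted p = 3.33e-16, and adjusted p = 0.00758 with an estimated correlation), and 11 of them were called lower. They then rose by 1.99 (adjusted p = 4.03e-10, and adjusted p = 0.0335 with an estimated correlation), 10 of them called higher, Act57B and Act87E having changed before by -3.46 and -3.43. The 19 genes of oxidative phosphorylation fell by 1.34 (adjusted p = 7.4e-09, and adjusted p = 0.359 with an estimated correlation) and rose by 1.50 (adjusted p = 3.5e-11, and adjusted p = 0.149 with an estimated correlation), with 17 called at each transition. The 18 proteasome genes fell by 1.00 from early to late pupae (adjusted p = 2.55e-07, and adjusted p = 0.174 with an estimated correlation), 13 called lower and 14 when adjusted over the list alone. They rose by 0.92 in adults (adjusted p = 8.77e-09, and adjusted p = 0.223 with an estimated correlation), 12 called higher and 14 when adjusted over the list alone. From early to late pupae, 194 genes were called higher and 276 lower, and from late pupae to adults 132 and 116. Larval and early pupal groups formed a cluster in 99.2% of resamples, and late pupal and adult groups in 100%.

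**Figure D2:**
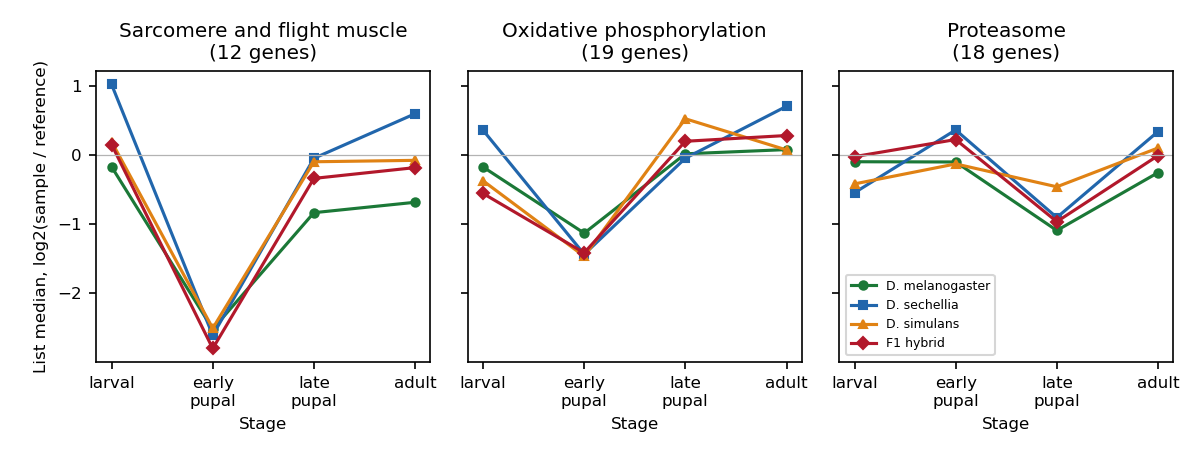
Median log2 ratio to the reference (vertical axis) of 12 muscle genes, 19 oxidative phosphorylation genes and 18 proteasome genes at the 4 stages (horizontal axis) in the 3 species and the hybrids. Each line joins the medians of a group; muscle medians lie between -2.80 and -2.50 in early pupae.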

With the exception of the early pupal point, the clustering pattern matched phylogenetic expectations - *D. sechellia *and *D. simulans *cluster to the exclusion of the more distantly related *D. melanogaster *(see also below). 

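Adult genes of the 2 sibling species lay closer to each other than to D. melanogaster. CG8066, for example, was higher in D. melanogaster adults than in D. sechellia by 2.17 on the log2 scale (n = 1 pool per species, adjusted p = 0.0307 from limma). Across the 1706 genes, which are not independent replicates, Spearman's rho between D. sechellia and D. simulans was 0.846 in larvae, 0.802 in early pupae, 0.732 in late pupae and 0.820 in adults. Between D. melanogaster and D. simulans it was 0.765, 0.816, 0.706 and 0.789, and between D. melanogaster and D. sechellia 0.654, 0.753, 0.758 and 0.783. D. sechellia and D. simulans formed a cluster in 99.9% of resamples in larvae and 99.7% in adults, and in 0% in early and in late pupae. D. melanogaster and D. simulans formed the early pupal cluster in 94.1% of resamples. Without replicate 2, the adult cluster of D. sechellia and D. simulans was found in 0%, and without replicate 3 the early pupal cluster in 36.6%.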

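The lists called in larval hybrids against the mean of their parents at the preset correlation were not called at the estimated correlation. Proteasome genes lay higher by a median of 0.49 on the log2 scale (camera over 18 genes, adjusted p = 5.89e-06, and adjusted p = 0.437 with an estimated correlation), 2 of them called higher, Prosalpha6 and Rpn11 (1.00 each), and 6 when adjusted over the list alone. Oxidative phosphorylation had a median of -0.59 (adjusted p = 0.00120, and adjusted p = 0.468 with an estimated correlation), 0 members called and 6 lower when adjusted over the list alone. In pool 1, which stood apart, this list lay at -0.96, muscle at -0.56 and the proteasome at 0.27 relative to pools 2 and 3. Without hybrid larval replicate 1, the oxidative phosphorylation list had a median of -0.17 (adjusted p = 0.205) and the proteasome 0.46 (adjusted p = 0.000325, and adjusted p = 0.491 with an estimated correlation). TpnC73F, a muscle troponin C, fell by 0.90 below the mean of the parents (adjusted p = 0.0497), and stau, which places RNA in the oocyte, was higher by 1.14 (adjusted p = 0.0351). The hybrids and both parents together formed a cluster in 0% of resamples in larvae and in adults. Larval hybrids clustered with D. melanogaster in 99.9%. The share was 53.5% without hybrid larval replicate 1 and 14.8% without replicate 1 of every group. In these settings the larval cluster of hybrids and both parents was found in 46.5% and 84.8%.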

The relationship of the hybrids relative to their parental species varied over the sampled developmental interval: in the case of the larval and adult stages, *D. simulans *and *D. sechellia *clustered together to the exclusion of the hybrids, indicating substantial non-additivity of expression levels in the hybrids (note that the clustering of the hybrids with *D. melanogaster *during the larval stage is not supported at the 95% level). In the case of the two pupal time points, however, the hybrids clustered with *D. sechellia*, suggesting that this parent's allelic contribution acts in a manner dominant to that of *D. simulans*.

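Across genes, pupal hybrids lay closer to D. sechellia than to D. simulans, though not in every list. In early pupae, 9 genes of cuticle pigmentation and sclerotization lay above the mean of the parents by a median of 0.42 on the log2 scale (camera, adjusted p = 0.000431, and adjusted p = 0.0875 with an estimated correlation), 8 of them above 0. Only yellow-h was called (1.58, adjusted p = 0.0143), also when adjusted over the list alone. The early pupal medians of this list were 0.57 in hybrids, -0.32 in D. sechellia and -0.08 in D. simulans, so the hybrid median was above both. Cytosolic ribosomal proteins lay higher by 0.33 (adjusted p = 6.88e-05, and adjusted p = 0.342 with an estimated correlation) and proteasome genes by 0.11 (adjusted p = 0.0162, and adjusted p = 0.790 with an estimated correlation). The proteasome median in early pupae was 0.22 in hybrids, nearer to 0.36 in D. sechellia than to -0.13 in D. simulans. No list passed against the mean of the parents in late pupae. Spearman's rho across genes between hybrids and D. sechellia was 0.929 in early pupae and 0.916 in late pupae, and with D. simulans 0.800 and 0.767. Between hybrids and D. melanogaster it was 0.742 in early pupae and 0.832 in late pupae, so late pupal hybrids lay nearer to D. melanogaster than to D. simulans. The late pupal D. simulans pool had 0.706 with D. melanogaster and 0.732 with D. sechellia. Hybrids and D. sechellia formed a cluster in 100% of resamples at both pupal stages. From this clustering the paper proposes that the D. sechellia contribution acts in a dominant manner.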

**Figure 2:**
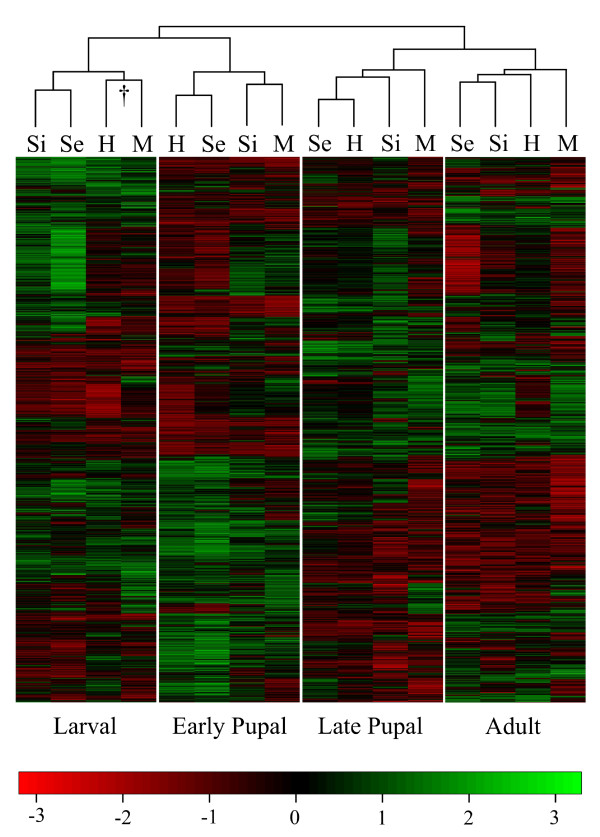
**Hierarchically clustered heatmap indicating relationship between species and stage specific expression patterns for the 2,006 genes detectibly expressed in all three pure species and the hybrids**. (M) *Drosphila melanogaster*; (H) Hybrids; (Se) *D. sechellia*; (Si) *D. simulans*. Clustering relationships were bootstrapped, and all clusters are supported at the 95% level with the exception of the M-H pair indicated by the dagger (†). Genes indicated in red are expressed at a lower level than the reference sample whereas those in green are expressed at a higher level than the reference. All log_2 _transformed expression ratios are scaled between -3 and 3 by the software.

We also compared the number of genes that were differentially expressed in pairwise comparisons between the hybrids and their parental species at each stage among those genes detectibly expressed in all three (2,052 genes; Additional File 5). 

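In adult hybrids, against D. sechellia and D. simulans, S-Lap1, a sperm leucyl aminopeptidase, changed by -2.54 and by -2.27 on the log2 scale (SE 0.40, n = 2 hybrid units after merging, adjusted p = 0.00354 and 0.00622 from limma). The nucleosome assembly gene mil changed by -2.85 and by -2.40 (SE 0.45), CG8701 changed by -2.99 and by -2.59 (SE 0.43) and CG2127 changed by -2.75 and by -2.29 (SE 0.39). Nca, which encodes neurocalcin, rose by 1.46 and by 1.61 (SE 0.30). In larvae CG11089 rose by 2.46 and by 3.11 (SE 0.41) and CG15365 by 2.05 and by 2.41 (SE 0.38). In larvae 2 genes passed against both parents and in adults 36, of which 35 were lower. None passed in early or in late pupae, where 36 and 8 had an unadjusted p under 0.05 against both, SAM called 84 and 21 and limma with every array as a replicate 56 and 12. An unadjusted p under 0.05 was reached by 117 larval genes, 84 of them lower, and by 126 adult genes, 102 of them lower. SAM called 238 larval and 171 adult genes, and limma with every array as a replicate 186 and 158. The 100 simulated sets of hybrids without any change, set against the shared parents, gave 0 genes. Independent lists of the 45 and 68 lower adult genes would share 1.75. Both lists use the same hybrid arrays, so they are not independent and 1.75 is no measure of chance.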

Contrary to the expectations of the hypothesis that misexpression of genes in the adult stage of hybrids results from a cascade caused by the initial misexpression of a smaller number of genes at an earlier developmental stage [6], the larval stage showed the highest proportion of significantly misexpressed genes (either over- or under-expressed in the hybrid relative to both parents)- 303 - while the fewest (24) were observed during the late pupal time point (the same 2,052 genes are being compared at each time point). Thus, the ontogenic pattern of the proportion of misexpressed genes, from fewest to most, was: late pupal < early pupal < adult < larval (the difference in the proportion of genes that are misexpressed is statistically significant among all pairwise comparisons between stages; χ^2 ^test, 1 df, *P *< 0.001; Figure 3; Table 1). 

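Among the adult genes below both parents, Hsp60C, a chaperonin of the male germ line, changed by -2.62 against D. sechellia and by -2.08 against D. simulans (n = 2 hybrid units after merging, adjusted p = 0.00403 and 0.0118 from limma). The tubulin tyrosine ligase family gene TTLL4B changed by -2.02 and by -2.55, CG12902 changed by -2.18 and by -2.21 and CG4218 changed by -2.19 and by -2.26. The adult count was above the larval (exact McNemar test, adjusted p = 1.08e-08). When every array was a replicate the larval and adult counts had p = 0.109 (exact McNemar test), and the larval count was above the early pupal (p = 1.28e-21) and the late pupal (p = 2.71e-43). The fold change of 1.5 was met against both parents by 240 larval, 85 early pupal, 23 late pupal and 231 adult genes. Without hybrid larval replicate 1, 3 larval and 56 adult genes were called. Only 2 genes were called at any stage without hybrid adult replicate 3, which leaves 1 adult unit, and 0 without replicate 3 of every group or with limma's treat.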

In total, 491 genes were misexpressed during at least one sampled developmental time point, of which 389 (79.2%) were misexpressed only at a single time point. This indicates that misexpression during the larval stage, for instance, is not a good predictor of continued misexpression in subsequent stages as could be predicted by the cascade model, assuming that not only does the proportion of genes misexpressed over time increase but also that genes misexpressed during a particular developmental stage continue to be misexpressed during subsequent stages. 

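The 38 genes called at any stage were the larval genes CG11089 and CG15365 and the 36 adult genes, so each was called at a single stage. Adult genes included sinah, which changed by -1.92 against D. sechellia and by -1.99 against D. simulans (n = 2 hybrid units after merging, adjusted p = 0.0371 and 0.0203 from limma), and CG32820, which changed by -2.23 and by -2.83. CR11023 changed by -2.57 and by -2.29. SAM called 409 genes at any stage, of which 330 at a single stage (80.7%), and limma with every array as a replicate 333, of which 275 (82.6%). The count on pools depended on single arrays: it was 2 without hybrid adult replicate 3, where the near-identical arrays 1 and 2 leave 1 unit, 22 without hybrid early pupal replicate 2, 23 without hybrid late pupal replicate 3 and 58 without hybrid larval replicate 1. Without replicate 1, 2 or 3 of every group, it was 65, 18 or 0.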

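S-Lap1 and bol lay below the mean of the parents at more than 1 stage. S-Lap1 fell by 1.53 in early pupae (adjusted p = 0.0176 from limma) and fell by 2.40 in adults (adjusted p = 0.000527), and bol, an RNA-binding protein of male meiosis, fell by 1.71 (adjusted p = 0.0181) and by 2.00 (adjusted p = 0.00319). ND-51L2, a paralog of a complex I subunit, fell by 1.43 in early pupae (adjusted p = 0.0215). Against the mean of the parents, 56 larval genes were called, 22 of them higher, and 18 early pupal genes, 1 of them higher. The adult genes numbered 90, 8 of them higher. None was called in late pupae. With all arrays as replicates, 30 genes were misexpressed both in larvae and in adults, against 16.8 for independent lists, and 40 both in early pupae and in adults, against 5.06. The larval and early pupal lists shared 22, against 5.96. Lists of different stages share the common reference but no pool of RNA. From the small share of lasting misexpression the paper concludes that larval misexpression predicts later misexpression poorly.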

Only two genes (FBgn0052652 and FBgn0031920) are misexpressed during all the four time points. Both of these genes are expressed in the testes of *D. melanogaster *[25]. However, their function(s) are unknown, and BLAST searches of the predicted coding sequences from *D. melanogaster *of both genes against the genomes of the three pure species failed to find significant similarity to any genes of known function. Thus, it appears that there is substantial stage-specific autonomy of regulatory breakdown. 

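No gene was misexpressed at all 4 stages in the fit on pools. The adult gene bol, which was below D. sechellia by a log2 difference of -1.95 and below D. simulans by -2.05 (SE 0.46, n = 2 hybrid units after merging, adjusted p = 0.0333 and 0.0159 from limma), passed against both parents in adults alone. When every array was a replicate, limma called 1 gene at all 4 stages, 19 at 3 stages and 38 at 2 stages. SAM called 2 genes at all 4 stages.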

Interestingly, however, there appears to be an over-representation of male-biased genes (MBGs), or genes with elevated expression in pure species males compared to females, as well as an under-representation of female-biased genes FBGs) among misexpressed genes that are underexpressed in the parents relative to the hybrids during the larval, early pupal and adult time points (χ^2 ^test, 1 df, *P *< 0.001 in all cases). This suggests that, despite such autonomy, there exist predictable commonalities among misexpressed genes [26].

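Testis genes, which are expressed mainly in males, lay below both parents at several stages. In adults, the 17 genes of the testis and spermatogenesis list, fixed without reference to the male-biased genes of the paper, fell by a median of 0.74 on the log2 scale below the mean of the parents (camera, adjusted p = 1.57e-05, and adjusted p = 0.179 with an estimated correlation). Limma called 5 of them lower, and 10 when adjusted over the list alone. These 5 were S-Lap1, bol, m-cup, which fell by 1.87 (adjusted p = 0.00377), S-Lap7, which fell by 1.61 (adjusted p = 0.00319), and betaTub85D, the testis beta-tubulin, which fell by 1.42 (adjusted p = 0.0134). In early pupae the list fell by 0.57 (adjusted p = 2.47e-07, and adjusted p = 0.0875 with an estimated correlation) with 0 of 17 above 0, and 2 genes were called, 3 when adjusted over the list alone. In larvae it fell by 0.58 (adjusted p = 0.00302, and adjusted p = 0.437 with an estimated correlation), with ocn called, which fell by 1.23 (adjusted p = 0.0465), and 5 genes lower when adjusted over the list alone. Pool 1, which stood apart, lay higher than pools 2 and 3 by 0.31 in this list. The late pupal median was -0.27 (adjusted p = 0.169). Below both parents lay 13 genes in larvae, 16 in early pupae, 11 in late pupae and 12 in adults, the adult share of 70.6% standing against 31.3% of all genes. Of all genes, 41.7% lay there in larvae, 36.5% in early pupae and 35.3% in late pupae. The medians of the 3 adult arrays were -0.87, -0.92 and -0.80, where those of all genes were 0.06, 0.05 and 0.02.

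**Figure D3:**
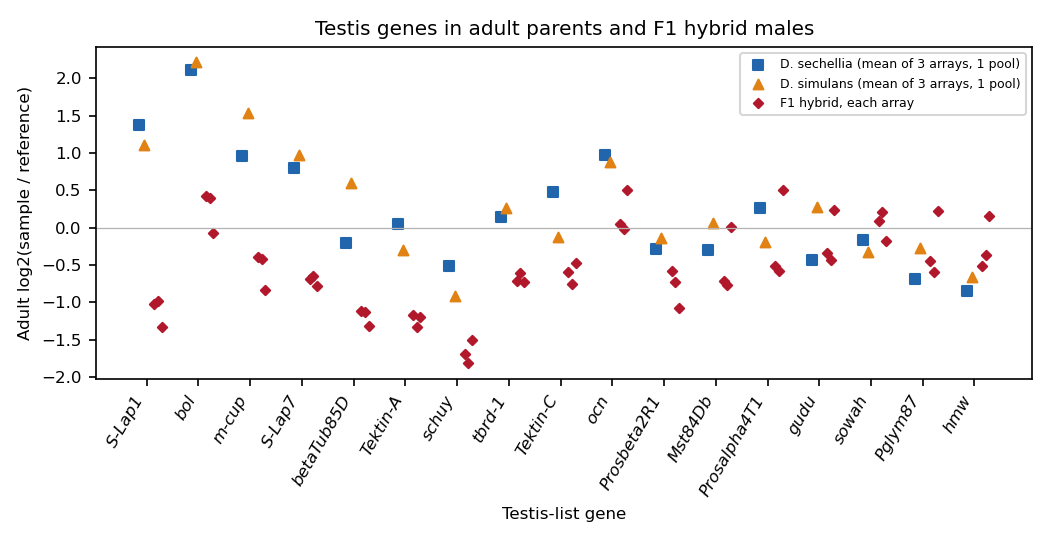
Adult log2 ratios to the reference (vertical axis) of the 17 testis genes (horizontal axis) in D. sechellia and D. simulans (means of technical arrays) and on each of the 3 hybrid arrays. S-Lap1 lies at 1.38 and 1.11 in the parents and at -1.02, -0.98 and -1.32 on the hybrid arrays.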

**Table 1:** Number of genes classified into categories based on their patterns of expression in hybrids relative to the parental species.

		Stage		
**Pattern**	**Larval**	**E. pupal**	**L. pupal**	**Adult**

Not differentially expressed	1216	1455	1479	1203
Intermediate expression	0	9	24	8
*Drosphila simulans *dominance	60	13	24	146
*D. sechellia *dominance	27	146	174	83
Underexpressed	206	76	14	149
Overexpressed	97	23	10	53
Other	446	330	327	410

E pupal, early pupal; L pupal, late pupal.

Patterns are as follows: not differentially expressed, not significantly differentially expressed in any pairwise comparison among parental species or hybrids; intermediate expression, expressed at an intermediate level between parental expression levels; *Drosphila simulans *dominance, significantly differentially expressed between parental species and for which hybrids are only significantly different in expression level from *D. sechellia*; *D. sechellia *dominance, opposite of previous pattern; Underexpressed, genes that are significantly underexpressed in the hybrids relative to both parents; Overexpressed, genes that are significantly overexpressed in the hybrids relative to both parents; Other, genes whose expression patterns did not fit into any of the above classes.

**Figure 3:**
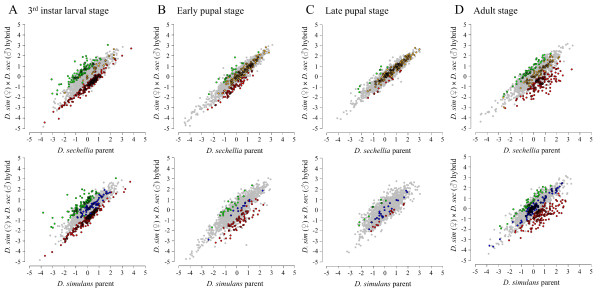
**Scatterplots comparing the log_2_(sample/reference) expression values between each of the parental species (*Drosphila sechellia*, top; *D. simulans*, bottom) versus the F1 hybrids at the (A) larval, (B) early pupal, (C) late pupal and (D) adult stages**. Green: genes overexpressed in the hybrid relative to both parents. Red: genes underexpressed in the hybrid relative to both parents. Orange: genes significantly differentially expressed between parental species and expressed at *D. sechellia *levels in the hybrid. Blue: genes significantly differentially expressed between parental species and expressed at *D. simulans *levels in the hybrid. Grey: all other genes. The number of genes represented in each category is shown in Table 1.

In order to further dissect the relationship between expression in the hybrid and each of its parents, we compared hybrid expression profiles at each time point to each of the parents individually. 

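The testis medians were 0.07 in D. simulans adults, 0.05 in D. sechellia adults and -0.57 in hybrid adults, over 17 genes. In early pupae they were -0.04, -0.64 and -1.06. Against D. simulans, 4 early pupal genes were higher in hybrids and 35 lower, 9 late pupal genes were higher and 3 lower, and 8 adult genes were higher and 68 lower. From larvae to adults, limma called 2, 39, 12 and 76 genes, each at a p adjusted within its stage. Every pair of these counts differed (exact McNemar test, adjusted p = 3.26e-19 for larvae and adults and 0.00846 for larvae and late pupae). When every array was a replicate, the counts were 311, 376, 337 and 334, of which larvae and early pupae differed (exact McNemar test, adjusted p = 0.000949). Without replicate 1, limma on the group means called 59, 105, 35 and 99 genes, without replicate 2, 3, 8, 0 and 25, and without replicate 3, 0, 3, 0 and 0. Without hybrid larval replicate 1, it called 28, 80, 66 and 101. The number of genes that differed 1.5-fold between hybrids and D. simulans, without a test, changed less with the stage. From larvae to adults it was 367, 420, 411 and 432 of 1706 genes.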

We observed no significant differences among time points in the number of genes differentially expressed between *D. simulans *and the hybrid (χ^2 ^test, 3 df, *P *= 0.1322). However, when comparing the *D. sechellia *and the hybrid, both the early and late time points of pupal stage showed significantly fewer differentially expressed genes than either the larval or adult stages, supporting the results of the clustering analysis, which indicates that the hybrids and *D. sechellia *have similar expression profiles during both sampled pupal time points (χ^2 ^test, 1 df, *P *< 2.2 × 10^-16^). 

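The muscle list had medians of -0.05 in D. sechellia late pupae and -0.34 in hybrid late pupae, and 0.59 and -0.18 in adults. The oxidative phosphorylation medians were -0.05 and 0.20 in late pupae and 0.70 and 0.28 in adults. Against D. sechellia, 2 adult genes were higher in hybrids and 45 lower. From larvae to adults, limma called 3, 1, 0 and 47 genes, and the adult count was above the larval (exact McNemar test, adjusted p = 1.19e-10), the early pupal (adjusted p = 1.39e-12) and the late pupal (adjusted p = 1.14e-13). For larvae and early pupae no difference was called (exact McNemar test, adjusted p = 0.714). An unadjusted p under 0.05 was reached by 358, 71, 48 and 331 genes, and SAM called 560, 166, 124 and 514. The 71 and 48 genes lie below the share of 0.05 of the 1748 genes expected without any difference. With all arrays as replicates, the counts were 508, 108, 58 and 444, and the larval count was above the early pupal (exact McNemar test, adjusted p = 2.39e-72) and the late pupal (adjusted p = 1.92e-99). Without replicate 1, limma on the group means called 16, 3 and 80 genes in larvae, early pupae and adults, without replicate 3 it called 0 at every stage, and without hybrid larval replicate 1, 7 in larvae and 77 in adults.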

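The median size of the difference between hybrids and D. sechellia over 1748 genes was 0.39 on the log2 scale in larvae, 0.22 in early pupae, 0.19 in late pupae and 0.38 in adults. Against D. simulans it was 0.31, 0.33, 0.34 and 0.33. Late pupal medians of the proteasome list were -0.46 in D. simulans, -0.90 in D. sechellia and -0.96 in hybrids, with no test of the hybrids against 1 parent. More genes were called against D. simulans than against D. sechellia in early pupae (exact McNemar test, adjusted p = 1.99e-10), in late pupae (adjusted p = 0.000710) and in adults (adjusted p = 0.000101), and in larvae the counts had adjusted p = 1. With all arrays as replicates, the pupal order was kept (exact McNemar test, adjusted p = 9.71e-49 and 3.17e-54), and more genes were called against D. sechellia in larvae (adjusted p = 9.50e-21) and in adults (adjusted p = 4.86e-07). Sorted by their place against both parents, 2 early pupal genes had the level of D. sechellia and differed from D. simulans, with both parents called apart. When every array was a replicate, such genes numbered 38, 221, 243 and 87 from larvae to adults, and those with the level of D. simulans 84, 29, 25 and 146.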

The number of genes differing significantly in expression level between the hybrids and either of their parental species' males was significantly different between the two parents (*D. simulans *versus the hybrids compared to *D. sechellia *versus the hybrids; *P *< 0.001): the larval and adult stages showed a greater number of differentially expressed genes in comparison with the hybrids and *D. sechellia*, whereas the early- and late pupal time points showed the opposite pattern. In order to compare the patterns of expression in hybrids relative to their parents in the context of the entire developmental interval, we used fuzzy c-means soft clustering on the same 2,052 genes described above [27], which allowed us to define six clusters which represented major patterns of expression variability over the sampled ontogenic interval (Figure 4). While the majority of clustering patterns are conserved between the parental species, there were several patterns that appeared to be altered in the hybrids (for example, clusters 1, 2 and 3). 

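In fuzzy clustering of 1748 genes, 9 of the 17 testis genes lay in a cluster of 303 genes in D. simulans with a centre, in SD over the stages, of -1.09 in larvae, -0.22 in early pupae, 0.57 in late pupae and 0.74 in adults. In D. sechellia 10 of them lay in a cluster of 273 genes with a centre of -0.93, -0.36, 0.20 and 1.09. In hybrids 10 lay in a cluster of 308 genes with a centre of -0.86, -0.49, 1.07 and 0.28, highest in late pupae, and 5 in a cluster of 328 genes with a centre of -0.66, -0.83, 0.53 and 0.95, highest in adults. The median of the list was 0.27 in late pupae and 0.07 in adults of D. simulans. S-Lap7 had adult log2 ratios of 0.98 in D. simulans, 0.80 in D. sechellia and -0.72 in hybrids, and m-cup 1.54, 0.96 and -0.62. When each cluster was matched to the cluster of the other group that shared most genes, 812 genes (46.5%) lay in matched clusters of D. simulans and D. sechellia, 672 (38.4%) in those of D. simulans and hybrids, and 727 (41.6%) in those of D. sechellia and hybrids.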

Of particular interest is cluster 1, which shows an apparent bias towards under-expression during the adult stage in the hybrids and over-representation of MBGs as well as under-representation of FBGs in both parents and the hybrid. In the hybrids, both clusters 1 and 2 also showed a significant paucity of genes known to have lethal mutant phenotypes, which suggests that a bias exists towards greater interspecific conservation of gene regulation among essential genes (see Methods; Additional File 2, sheet E) [26,28].

**Figure 4:**
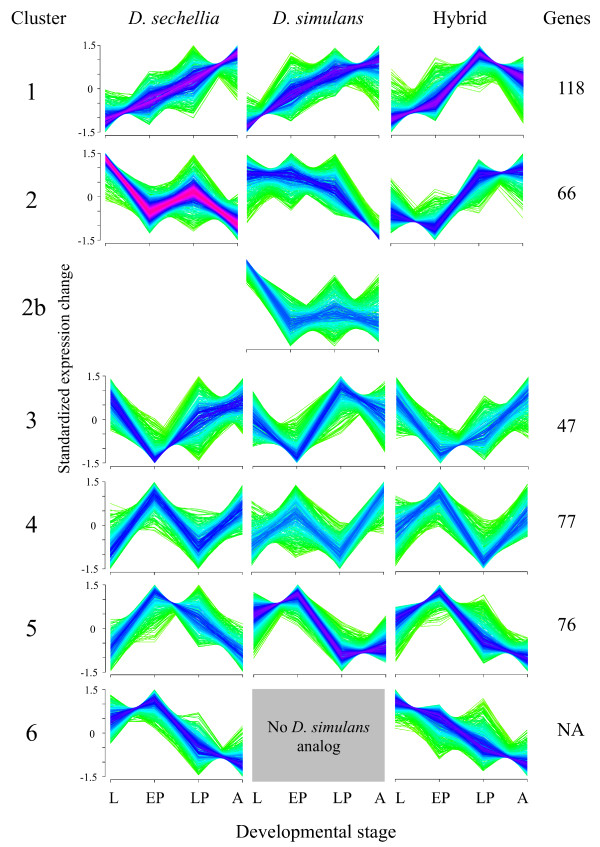
**Fuzzy c-means soft clustering of four sampled stages in hybrids and parental species. Lines from green through blue to red indicate genes that are closer to the cluster centroids**. The six clusters are arranged such that they are horizontally adjacent to the cluster with the largest proportion of shared genes between the species and hybrid. In the case of *Drosphila simulans *two clusters share the majority of their genes with the same cluster in the other two, and are indicated in the order of which shows the highest shared proportion of genes as clusters 2 and 2b. In the case of cluster six, there is no analogous *D. simulans *cluster that shares the majority of its genes with either the *D. sechellia *or hybrid clusters. L, larval; EP, early pupal; LP, late pupal; A, adult.

Another way to assess the similarity between hybrids and their parental species is to determine how the hybrids resemble either parent in terms of the degree to which genes change in expression level between each of our three sampled sequential developmental transitions (larval to early pupal [L to EP], early to late pupal [EP to LP] and late pupal to adult [LP to A]). Thus, we restricted our analysis to those genes that varied significantly in expression level in both parental species and the hybrids at each developmental transition. 

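Genes called in both parents and in the hybrids at a transition were mostly genes with large changes, such as CG9297, which fell by 5.02 on the log2 scale from larvae to early pupae in the mean of the pure species (SE 0.26, n = 3 species, adjusted p = 9.76e-10 from limma), and speck, an N-acetyltransferase gene, which rose by 2.24. From larvae to early pupae, 68 genes met this requirement. The slope of the hybrid change on the parental change was 0.815 for D. sechellia (95% interval over resampled genes 0.761 to 0.864, r2 = 0.955) and 0.912 for D. simulans (0.821 to 0.988, r2 = 0.904). Genes are not independent replicates, so the intervals describe the spread between genes. The slopes differed by -0.0966 (-0.157 to -0.0210). The difference was -0.280 (-0.497 to -0.0887) on signed fold changes, -0.206 (-0.235 to -0.178) over all 1748 genes and -0.00117 (-0.0897 to 0.113) without replicate 3. Over all 1748 genes the order of r2 turned, with 0.634 for D. sechellia and 0.720 for D. simulans.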

We then performed linear regressions followed by ANCOVA in order to determine if the hybrids were more similar to one parental species than the other (Additional File 6). Hybrids were significantly more correlated with one of the two parents during the EP to LP and LP to A transitions (F_1298_, F_1436_, and F_1244 _= 3.1602, 19.007, and 112.72, *P *= 0.07647, 1.626 × 10^-5^, < 2.2 × 10^-16^, for the L to EP, EP to LP, and LP to A transitions, respectively). In the case of the EP to LP transition, the degree to which genes change in expression level in the hybrid is more significantly correlated with *D. sechellia *(slope [*m*] = 0.8963, *r*^2 ^= 0.9219) than *D. simulans *(*m *= 1.531, *r*^2 ^= 0.8381). However, during the LP to A transition, the hybrid switches to being more significantly correlated to the *D. simulans *parent (*m *= 1.157, *r*^2 ^= 0.6417) as compared to the *D. sechellia *parent (*m *= 0.6630, *r*^2 ^= 0.8011).

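Among the genes called in all 3 species at this transition, CG7214 rose by 6.81 on the log2 scale in the mean of the pure species (SE 0.53, n = 3 species, adjusted p = 4.83e-08 from limma), CG4962 rose by 5.99, and wupA rose by 4.57. CG3355 fell by 3.78. Of the genes called in the hybrids, 309 were higher and 345 lower in late pupae. Over 91 genes called in both parents and the hybrids, the slope of the hybrid change was 0.960 on D. sechellia (95% interval 0.926 to 0.992, r2 = 0.974) and 1.03 on D. simulans (0.962 to 1.10, r2 = 0.915). The r2 was higher with D. sechellia by 0.0586 (0.0256 to 0.107). On signed fold changes, the slopes were 0.994 and 1.53 and r2 0.959 and 0.886. Over all 1748 genes the order of the slopes turned, with 0.929 and 0.829.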

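PLCXD rose by 2.99 on the log2 scale from late pupae to adults in the mean of the pure species (n = 3 species, adjusted p = 3.51e-07 from limma) and Swim, a secreted protein that binds Wingless, rose by 2.78, while yellow-d2 and yellow-h of the yellow family changed by -2.31 and -2.64. In hybrids 124 genes were higher and 98 lower in adults. Over 32 genes called in both parents and the hybrids, the slope was 0.893 on D. sechellia (95% interval 0.847 to 0.945, r2 = 0.973) and 1.08 on D. simulans (1.00 to 1.17, r2 = 0.951). The r2 was higher with D. sechellia by 0.0219 (0.00227 to 0.0424), and on signed fold changes r2 was 0.910 and 0.843, with slopes of 0.765 and 1.06. Over all genes the slopes were 0.579 and 0.616 and r2 0.473 and 0.370. From linear regressions and ANCOVA the paper concludes that the hybrids turn toward D. simulans at this transition.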

## Discussion

### Consideration of microarray methodology

Previous studies have shown that using single-species microarrays in order to measure the expression levels of the mRNA of multiple species can produce biased estimates due to sequence divergence between the probe and hybridized mRNA if appropriate statistical thresholds are not employed [29]. With this caveat in mind, we sought to minimize the effect of binding bias on our analysis by: (a) employing a minimum 1.5-fold change, expression threshold for expression differences to be considered significant; and (b) analysing only genes with expression information on all available replicate spots. Gilad *et al*. [29] noted that a 1.5-fold threshold difference in the expression level provided near 100% specificity (albeit at a cost in sensitivity) to accurately measuring significant expression differences between human and orangutan mRNA samples hybridized on human microarrays, which differ in nucleotide sequence by approximately 3% (*D. melanogaster *and *D. simulans*/*D. sechellia *differ ~3% [30]). While this has led to a reduction in the size of our dataset which is available for analysis, as well as a reduced sensitivity to significant changes in expression level, the increased specificity is necessary in order to minimize the possibility of spurious inferences. We further validated the results of our expression analysis by testing for a potential correlation between pairwise expression and sequence divergence among the three pure species and found no significant correlation (Spearman rank correlation test, *P *> 0.05) suggesting that our methods were appropriately conservative (see Methods).

However, it should be noted that the use of such conservative methods does impose a cost on the general applicability of the overall analysis, as our final dataset involves the analysis of ~20% of the genes spotted on the *D. melanogaster *12Kv2 cDNA microarray. In order to ascertain the possibility that our final dataset was not representative of the genomic fraction probed by the array, we tested whether those genes analysed showed enrichment, or a paucity, of certain gene ontology (GO) terms as compared to the overall array using the FATIGO web tool [31]. The distribution of GO terms among the genes analysed was not significantly different from that represented on the entire array (data not shown). We also tested for the possibility that genes used in the analysis were more conserved than the array-wide average, as would be expected if the reason that a significant portion of the genes were being rejected was due to binding artifacts generated by probe-sequence divergence. However, we found a statistically significant bias in favour of greater divergence among genes used in the analysis, when compared to those that were not used for all three species (see Methods). While this may suggest that the genes employed in the analysis are, on average, more rapidly diverging than the genes that were excluded from analysis, it does not suggest that our analysis is biased towards genes that show greater sequence conservation because of artifacts resulting from probe/RNA divergence.

Despite this, a certain degree of bias may be expected in our dataset given the limitation of our analysis to genes that were detectibly expressed in all stages among the species being compared. Applying such a restriction avoided the possibility that a gene would be considered not expressed at a particular developmental time-point simply because of technical errors associated with probe/RNA binding on the microarrays. However, it also carries the negative consequence of ignoring genes that are legitimately expressed at very low levels during certain periods of ontogeny. It is unlikely that much useful information was lost during such stages as microarrays are known to have low power to detect significant differences in comparisons between samples with very low absolute expression levels [32]. Conversely, if genes that were excluded from our analysis due to their very low expression levels during particular stages showed significant between-species/hybrid differences in expression levels during other stages, such differences would be missed in our analysis. It is not clear if the value of inclusion of such genes would offset the potential biases introduced by including false-negatives (see above). Such considerations will be resolved as newer, more sensitive, techniques are employed to answer such questions (for example, RNA-seq). In addition, these techniques will also give us the capability of inferring meaningful evolutionary change in expression level among changes below the 1.5-fold expression threshold employed in this study. Nevertheless, a note of caution is warranted in studies that seek to compare loci with minute expression differences: substantial inter-strain variation has been observed in *Drosophila *[33] and, thus, it will be important to determine whether such differences are strain-specific or species-wide.

### Within-species variation in expression levels over ontogeny

Our estimates of the percentage of genes that vary significantly in expression level over the course of ontogeny (~60%-80%) are similar to those reported in a previous analysis of gene expression over the entire course of ontogeny in *D. melanogaster *(~86%) [24]. The reduction in the proportion of genes varying significantly in expression level between stages in our study is most likely a result of our having sampled only the latter portion of development. The significant increase in the proportion of developmentally modulated genes in *D. sechellia *is striking. However, we noted a systematic bias towards low between-replicate variance in *D. sechellia *compared to the other samples. Correcting for this bias in *D. sechellia *caused much of the elevated signal of developmental modulation to disappear. Despite this, the general pattern of an elevated number of developmentally modulated genes in *D. sechellia *remained significant in comparison with *D. simulans *which, again, suggests that *D. sechellia *may have undergone lineage specific divergence in terms of its developmental expression profiles. It is also interesting to note that the observed reduction in between replicate variance in *D. sechellia *is consistent with previous population genetics studies of nucleotide diversity in this species, which have found a significantly reduced level of within species polymorphism relative to *D. simulans *or *D. melanogaster *[20,23] (see below).

### Regulatory divergence in the context of ontogeny

When comparisons between stages were statistically significant, as was the case in the comparisons between *D. melanogaster *and *D. simulans *as well as *D. simulans *and *D. sechellia*, we found that expression level is more conserved between the pure species during earlier as compared to later stages (Figure 1). Thus, Von Baer's [10] classic observation that earlier stages of ontogeny are more conserved than later stages may apply at both the level of nucleotide sequence [14-16] and transcript abundance (see also Additional File 1 for an analysis of nucleotide divergence in the context of ontogeny using the expression data from the present study). Expression levels are not significantly more conserved during earlier developmental stages in our comparison between *D. melanogaster *and *D. sechellia*, which may be the result of two possibilities (Figure 1). First, our analysis may not have provided the sensitivity required to detect differences in the divergence patterns of expression over development in this comparison. Our observation of a reduced level of inter-replicate variability in *D. sechellia *may have led to our observation of a relatively uniform signal of significant divergence in expression level over ontogeny relative to *D. melanogaster*. Alternatively, it is possible that *D. sechellia *has been subject to substantial divergence in expression levels in early developmental stages, more of which are shared with its closer relative *D. simulans*, as compared to *D. melanogaster*. It is possible that, while we are able to detect significant difference among stages in comparisons with *D. simulans*, similar comparisons with *D. melanogaster *show a more uniform distribution of divergence over development.

Von Baer's pattern is not represented in comparisons among the hybrids and either of their parental species (Additional File 5). In the case of the comparison with *D. simulans *there is no significant difference in the proportion of genes differentially expressed among the four sampled developmental time-points, whereas, in the case of the comparison with *D. sechellia*, the intermediate time points show less divergence. Such an observation may indicate that the hybrids neither represent an intermediate phenotype between their parental species, nor are they more closely allied with one over the entire course of development. Rather, the hybrids may express phenotypic traits more consonant with one parent as compared to the other, which varies over the course of ontogeny (see below). This lack of a Von Baerian trajectory in expression level is also apparent among misexpressed genes in the hybrids, where the larval stage shows the highest proportion of misexpressed genes and the two sampled pupal time points the least (note that a gene is only considered 'misexpressed' if it is either under- or over-expressed in the male hybrids relative to both male parents). While this seems to contradict the evidence for a greater conservation of expression levels during earlier stages observed in comparisons of parental species, it is possible that comparisons of expression level among pure species and pure species and their hybrids are measuring two different aspects of regulatory divergence. Whereas interspecific comparisons reveal only the ultimate outcome or regulatory divergence (expression level), comparisons between hybrids and their parents allow us to observe the result of divergence at all levels of gene regulation, from *cis*-regulatory elements to the feedback/forward regulation occurring in the overall hybrid regulatory network. During the larval stage, we may be observing what True and Haag [22] have termed 'developmental systems drift': stabilizing selection appears to be the primary evolutionary force acting upon expression levels for the majority of genes [34], and while the underlying regulatory machinery may have diverged between *D. sechellia *and *D. simulans*, this divergence may be compensatory such that it does not manifest itself in terms of expression level differences between the parental species [35] (Figure 1). Rather it reveals itself only as improper regulation in the case of the hybrids (see below). The larval stage is characterized by a high rate of growth, which is associated with a rapid increase in transcription of total mRNA and translation of proteins [36], which may generate selective pressure in order to maintain uniformly high expression levels despite substantial divergence among underlying regulatory machinery. Such non-adaptive divergence of complex regulatory systems is facilitated in species with reduced effective population sizes, due to the increased probability of fixation of neutral or slightly deleterious mutations [37], which, as noted above, is known to be the case in *D. sechellia*. On the other hand, the complex organogenesis occurring during metamorphosis may involve greater integration among the regulatory circuits (transcription factors or *cis*-regulatory elements) than other stages, leading to its underlying machinery being more refractive to divergence causing misexpression in hybrids. Nevertheless, assuming that an organism's ultimate phenotype determined by gene expression levels (and subsequent post-transcriptional regulation), the conserved expression levels among parental species during earlier developmental stages is probably a compelling validation of Von Baer's third law.

Both our clustering analysis (Figure 2), as well as our analysis of the number of genes differentially expressed in pairwise comparisons, support phylogenetic expectations of between-species divergence in the case of the larval, late pupal, and adult stages (*D. sechellia *and *D. simulans *are more similar to one another). However, this is not the case during the early pupal stage, where *D. melanogaster *and *D. simulans *cluster together and show the fewest significantly differentially expressed genes (Figure 1). This may suggest that, as part of its adaptation to its host plant (*Morinda citrifolia*), *D. sechellia *may have been exposed to unique selective pressures that have altered particular aspects of its larval or early pupal development. This hypothesis is supported by previous studies that have examined developmental phenotypes in the *D. melanogaster *group [38-40] and have found evidence of altered developmental phenotypes in *D. sechellia *relative to other species, where the opportunity for selection may have been responsible for altering aspects of its ontogeny. An alternative explanation for our observation of *D. sechellia*'s status as an outlier is that 'typical' gene expression levels in this species would most probably be observed when it is living on its native host, *M. citrifolia *[41]. By raising our species/hybrids on standard cormeal/molasses/agar medium, we may have induced stress in *D. sechellia*, leading to a pronounced difference in expression patterns relative to the other species. We tested to see if genes that were uniquely differentially expressed at each stage in *D. sechellia *were over-represented in terms of certain GO categories relative to our entire dataset, although no differences were statistically significant (data not shown). The possibility does remain, however, that some proportion of *D. sechellia*'s unique expression patterns results from stress (though these flies have been kept on standard cornmeal medium since the mid-1980s; W. Haerty personal communication), but the present analysis of the hybrids in particular would have been complicated were *D. sechellia *raised on medium containing *M. citrifolia *while *D. simulans *was not.

### The developmental basis of hybrid misregulation

A number of studies involving genome-scale transcriptional profiling have revealed that a substantial proportion of the transcriptome (> 10%) is misexpressed in interspecific hybrids relative to their parental species [6]. Work in the field of speciation has been quite equivocal about the relative number of genes involved in producing the sterile phenotype observed in hybrids. However, recent evidence has supported the notion that sterility in hybrids between closely related species such as those used in the present study is primarily the result of a small number of genes of relatively large effect (≥ 6) [42]. Thus, it appears unlikely that the misexpression observed in our study stems from the incompatible divergence of *cis*-regulatory factors at such a large number of loci. More plausible is the hypothesis that the large scale-patterns of misexpression observed in interspecific hybrids result from divergence of a smaller number of loci having widespread effects in *trans *- perhaps corresponding to some of the loci of large effect revealed through introgression studies [43,44]. However, our study does not support the suggestion that these *trans *acting factors are derived from the cascading effects of a smaller number of genes that are significantly misexpressed at earlier stages of development [6]. In contrast, it would appear that there is considerable stage-specific autonomy of regulatory breakdown, with no obvious pattern of an increasing proportion of genes misexpressed during subsequent stages. MBGs are over-represented among under-expressed, misexpressed genes during three of the sampled developmental stages, indicating that common regulatory factors or selection pressures (for example, sexual selection on MBGs in the adult) may nevertheless underlie misexpression at multiple stages.

The highest proportion of genes is significantly misexpressed during the larval stage (Figure 3; Table 1). Two non-mutually exclusive hypotheses may account for an elevated degree of misexpression during this early stage. First, as mentioned above, the larval stage is characterized by a rapid increase in transcription of total mRNA and translation of proteins [36]. Slight heterochronic changes in hybrid development (for example, later activation of transcriptional machinery) may manifest themselves as widespread under-expression or even over-expression of larval genes. Some evidence for this hypothesis is provided by previous observations which suggested that spermatogenesis may be delayed in third instar larval hybrids between *D. simulans *and *D. mauritiana*, which could lead to qualitative differences in expression pattern of genes involved in this process [44]. Secondly, previous studies have suggested that *D. sechellia *has been subject to divergence in embryonic and larval ontogeny [38,39]. As stabilizing selection appears to be the primary evolutionary force acting upon expression levels for the majority of genes [34], this divergence may not manifest itself in terms of expression level differences in the parental species (Figure 1). Rather, the underlying regulatory machinery may have diverged revealing itself as an elevated proportion of incompatibilities in hybrids (see above).

If we restrict our analysis to genes expressed in the hybrids that are significantly differentially expressed between males of *D. simulans *and *D. sechellia*, they are significantly more likely to be expressed at the *D. simulans *level in the hybrids during the larval and adult stages, whereas they are more likely to be expressed at *D. sechellia *levels during the two pupal stages (Figure 3, Table 1). One may assume that expression levels would generally show an overall dominance in hybrid males in the direction of the parent from which it inherits its X chromosome (in this case *D. simulans*), assuming, of course, that a significant number of regulatory loci are harboured on the X. Our results suggest that this is not the case during all stages and, while the ability of regulatory factors to interact is more conserved during the pupal time points, significant divergence has occurred between the two parental species that manifests itself dominantly with regards to *D. sechellia*. This hypothesis is supported by our observation that the degree to which genes vary in expression level between developmental transitions in hybrids is significantly more similar to the *D. sechellia *parent during the EP to LP transition (Additional File 6).

A classic study, testing the vulnerability of various stages of *Drosophila *ontogeny to induced mortality when exposed to X-rays, found that susceptibility is highest during pupation, which suggests that this stage is particularly sensitive to deleterious perturbation [45]. Such an observation is particularly intriguing in the context of Raff's [12] 'developmental hourglass' hypothesis, which argues that stages involved in organogenesis may be more resistant to evolutionary divergence than preceding or subsequent stages. The original hypothesis focused on embryogenesis. However, our observation of a significantly reduced number of misexpressed genes during the two sampled pupal time points suggests that the mechanisms underlying gene regulation during this stage may be more conserved (Table 1). Holometabolous insects such as *Drosophila*, undergo two rounds of extensive organogenesis (for example, embryogenesis and metamorphosis), and may have two periods of increased regulatory conservation. Interestingly, however, the decreased proportion of genes significantly misexpressed in the hybrids during the pupal stage does not coincide with a decreased proportion of genes significantly differentially expressed between the two parental species (Figure 1).

## Conclusions

In summary, our comparative analysis of transcriptional patterns over the course of ontogeny among species and hybrids of the *D. melanogaster *group has revealed the following major results: (1) in comparisons between the pure species, gene expression levels are more conserved during earlier stages of development as compared to later stages. (2) However, this is not the case in comparisons between parental species and their interspecific hybrids where the mechanisms underlying gene expression appear to be more conserved during the pupal stage suggesting that the underlying regulatory systems are diverging despite the maintenance of expression levels among pure species. (3) There is considerable stage-specific autonomy of regulatory breakdown in hybrids and no obvious pattern of increasing proportion of genes misexpressed over the course of ontogeny, which does not support a cascade model explaining hybrid misexpression. Finally, (4) the number of genes differentially expressed between stages support phylogenetic expectations (that is, are fewer in comparisons between *D. simulans *and *D. sechellia*) for all stages except the early pupal stage. Our findings have implications for the fields of both evo-devo and speciation. First, they support the extension of Von Baer's [10] 'third law', or the more modern developmental hourglass hypothesis, to the level of the transcriptome, lending support to previous observations which suggested that similar forces may act to limit both gene expression levels and coding sequence divergence [27,28]. Secondly, while it has already been remarked that the widespread misexpression of genes observed in interspecific hybrids is unlikely to be the result of equally widespread divergence of *cis *regulatory elements [6], our results suggest that regulatory factors (for example, proteins, mRNAs) experience stage-specific, autonomous incompatibilities, leading to similarly stage-specific patterns of misexpression. Several of the so-called 'speciation' genes (loci that contribute to hybrid dysfunctions such as sterility or inviability) that have been identified are predicted to have transcription factor activity and regulate expression of downstream genes in *trans *[6]. The findings presented here suggest that a more complete understanding of stage-specific gene regulatory networks, which would enable us to identify those nodes that may ultimately control the suite of genes identified as misexpressed in hybrids, may be a fruitful approach to identifying new loci underlying both developmental evolution, reproductive isolation, and ultimately speciation.

## Methods

### Collection of *Drosophila *and microarray hybridization

Time synchronized, stage-specific collection of *D. melanogaster *(14021-0231.00), *D. sechellia *(Cousin Island, Jean R. David, Centre National de la Recherche Scientifique, Gif sur Yvette, France), *D. simulans *(14021-0251.2) and the *D. simulans *(♀) × *D. sechellia *(♂) F1 hybrid individuals was performed according to the protocol described in Additional File 1 at the following time-points: 3rd instar larva (96 h post larval eclosion), early pupal (2 h post-puparium formation [ppf]), late pupal (72 h ppf), and adult (1.5 h post adult eclosion). mRNA was extracted from 25 males from each stage and species/hybrid using the RNeasy Mini kit (Qiagen, Hilden, Germany). Given that it was impractical to collect sufficient mRNA from hybrids for direct use in microarray hybridizations, all mRNA samples were then amplified twice using the MessageAmp II aRNA kit (Ambion, Texas, USA). A much larger amount of *D. melanogaster *mRNA was extracted from each stage in order to use as an equal concentration mixed-stage (unamplified) reference on the cDNA microarrays. All samples, as well as the reference, were sent to the Canadian Drosophila Microarray Centre (CDMC, http://www.flyarrays.com) for hybridization on *D. melanogaster *12Kv2 cDNA microarrays spotted with ~12,000 elements representing approximately 10,000 unique genes. In the case of *D. melanogaster*, *D. sechellia*, and *D. simulans*, the amplified mRNA from a single pool of 25 male flies was hybridized on three technical replicate microarrays and analysed according to the protocols provided in Additional File 1. However, in the case of the hybrids, mRNA from three separately extracted and amplified pools of 25 males were each used for hybridization to a single microarray, such that the replicates were also biological as well as technical, in order to determine whether there was a significant effect of between-extraction/amplification variability on our estimates of expression differences. We found no significant increase in variability among biological replicates indicating that pools of 25 individuals captured the majority of biological variability (Additional File 1). Both raw and normalized expression values for all arrays are deposited in the Gene Expression Omnibus http://www.ncbi.nlm.nih.gov/geo/ under accession number GSE17535.

### Clustering analyses

The average log_2_(sample/reference) ratios among all replicate spots within a stage were collected for the 2,006 genes detectibly expressed in all species/hybrids at all stages and used in order to draw a heatmap showing a hierarchical clustering among stages using the 'Heatplus' package in Bioconductor [46]. The pairwise dissimilarity matrix used in the clustering was generated using the Spearman coefficients of correlation of the log_2_(sample/reference) ratios between stages, under the hclust() function using the 'complete' method. The clustered dendrogram was then bootstrapped using the 'pvclust' package in R [47] with 2,000 bootstrap replicates. Time-course clustering was performed using the 2,053 genes detectibly expressed at all four stages in the hybrids and their two parental species using the 'Mfuzz' package in Bioconductor [26]. The cselection() function was used to determine that 6 clusters and an m value of 2.5 produced both distinct clustering patterns and no empty clusters in any of the pure species or hybrids.

### Analysis of sex-biased and 'essential' genes

In order to determine patterns sex-bias in expression, we obtained the *D. melanogaster *based data from the Sebida database [48]http://141.61.102.16:8080/sebida/content/download/sebida_melanogaster.txt of which 2,037 of the 2,052 genes detectably expressed in *D. sechellia*, *D. simulans *and the hybrids (Additional File 2, Sheet A) were represented. The direction of sex-bias, if any, was obtained from the 'MetaClass' column of the dataset, which represents a concatenated list of sex-biased genes derived from multiple previous datasets. The number of genes falling into each class of bias, male-biased (MBG), female-biased (FBG), and unbiased (UBG), in each category (for example, in a cluster from Figure 4, or misexpressed in the hybrids, see Results) was compared against the distribution represented in all genes being analysed using Bonferroni corrected χ^2 ^tests in order to determine if a particular class was over/under-represented in a category of genes (Additional File 2, Sheet E). 'Essential' genes were determined by pooling all *D. melanogaster *genes with known lethal mutant phenotypes as determined from FlyBase release 2009_6 (7 July 2009), representing 894 genes in our total dataset (Additional File 2, Sheet A). As above, the number of genes falling into the essential and non-essential classes in each category were compared to the total distribution represented among all genes being analysed using Bonferroni corrected χ^2 ^tests in order to determine if a particular class was over/under-represented in a category of genes (Additional File 2, Sheet E).

### Testing for bias in expression level estimates due to sequence divergence

As previous studies have indicated that sequence divergence between the spotted microarray probes and the mRNA being used for hybridization can lead to biased expression estimates in the absence of appropriately conservative statistical thresholds [29], we tested for a correlation between sequence divergence between the *D. melanogaster *expressed sequence tags (ESTs) spotted on the microarray and *D. simulans*/*D. sechellia *and absolute fold difference in between species expression difference estimates. We obtained the full-length EST sequences of the clones spotted on the CDMC *Drosophila *12K version 2 cDNA microarray from FlyBase for all of the genes in our dataset that were represented in the *Drosophila *12 Genome Consortium *D. melanogaster *group data, representing 1,311 genes [49]. Furthermore, we obtained the longest predicted coding sequence from each of these genes for *D. melanogaster*, *D. sechellia*, and *D. simulans *from the same dataset [49] and performed pairwise alignments between the ESTs and each of the pure species for each gene using Dialign-TX version 1.0.2 [50]. We then calculated proportional-integrated derivative (PID) according to method No. 4 in Raghava and Barton [51], where PID is calculated as the number of identical residues among aligned residues and internal gaps of the shortest aligned sequence: by ignoring gaps outside of the shortest sequence, we also ignore sequence that would not be bound to the probe. As the EST sequence was not always 100% identical to the *D. melanogaster *sequence, for the purposes of calculating between species identity, PID was calculated as the absolute difference between *D. melanogaster *versus EST sequence PID and *D. sechellia *or *D. simulans *versus EST sequence PID (PIDs are reported in Supporting Information File 2A). The absolute fold difference in expression level between *D. melanogaster *and the other two species was obtained as the absolute fold expression difference of the average Log_2 _ratio among all six replicates of the gene in each species at each stage. If sequence divergence led to exaggerated estimates of expression divergence due to differences in array binding kinetics, we would expect to see a negative correlation between absolute fold expression difference between *D. melanogaster *and either of the other two pure species' percent identity. No significant correlation was observed in either pairwise comparison at any of the four sampled developmental time points (Spearman's rank correlation test, *P *> 0.05).

GO analysis was conducted by comparing the subsets of interest (for example, genes uniquely differentially expressed in *D. echolalia*) against the total dataset of analysed genes (for example, genes in common among the three pure species) using FATIGO [31]http://babelomics.bioinfo.cipf.es/ using two-tailed tests, multiple test correction, and retaining any duplicates between lists.

### Comparison of the between replicate variance among expression level estimates

The variance (σ^2^) was estimated for the distribution of replicates spots (within or between arrays) within each stage and for each species/hybrid and the distribution of variances were compared to one another using pair wise, permuted Kruskal-Wallis tests (Additional File 4). In no case was the mean σ^2 ^of the *D. simulans *(♀) × *D. sechellia *(♂) F1 hybrids, which were generated using biological replicate arrays, significantly higher than all pure species (it was always significantly lower than *D. melanogaster*). This confirmed that the majority of biological variability in expression levels was captured in our pools of 25 males. σ^2 ^estimates in *D. sechellia *were significantly lower than all other species/hybrids in the case of the larval, early pupal and late pupal stages (Kruskal-Wallis rank sum test, *P *< 2.2 × 10^-16 ^in all cases). We therefore simulated *D. sechellia *expression data such that *D. sechellia *means would be maintained, but variances would be scaled to *D. simulans *levels using a custom PERL script. The mean log_2_(sample/reference) expression value in *D. sechellia *(), as well the *D. simulans *σ^2 ^(σ^2^_*D. sim*_) for each gene among the 2,006 genes detectibly expressed in all stages in the three species and the hybrids was obtained. Three random numbers, *y*_1_, *y*_2_, and *y*_3_, were then chosen such that they summed to (*n*-1)/2 × σ^2^_*D. sim *_(where *n *= 6 replicate spots). The new distribution of *D. sechellia *values was generated by creating three pairs of values, one for each of the random numbers, each equal to  and . The six simulated replicate array values were then used in order to reanalyze the *D. sechellia *data.

### Statistical analysis

All statistical analyses were performed using the R statistical package version 2.7.2 [52]. Permuted Kruskal-Wallis rank sum tests were performed with 10,000 permutations of the data using the 'coin' package. Permuted 95% confidence estimates were generated using the 'boot' package on 10,000 permutations of the data.

#### Data deposition

All array data have been deposited in the Gene Expression Omnibus under study accession number GSE17535 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE17535.

## Abbreviations

CDMC: Canadian Drosophila Microarray Centre; df: degree of freedom; EP: early pupal stage; EST: expressed sequence tag; FBG: female-biased gene; GO: gene ontology; L: larval stage; LP: late pupal stage; MBG: male-biased gene; MRCA: most recent common ancestor; MYA: million years ago; PID: percent identity; ppf: post-puparium formation; UBG: unbiased gene.

## Authors' contributions

CGA and RSS conceived of the study and drafted the manuscript. CGA collected tissues for analysis, extracted and amplified RNA and carried out the data analysis and interpretation.

## Supplementary Material

Additional file 1 **Supplementary methods and analysis**. This supplementary document contains additional analyses and detailed methods that were beyond the scope of the primary manuscript. Click here for file

Additional file 2 **Raw data and results of statistical analyses**. This supplementary document contains tables of all raw data and detailed results of statistical analyses described in the manuscript and supplementary methods and analysis. Click here for file

Additional file 3 **Supplementary figure 1**. Venn diagrams indicating the number of genes varying significantly in expression level over the four sampled developmental stages that are shared among the three pure species and the two parental species and the hybrids. Click here for file

Additional file 4 **Supplementary Figure 2**. Boxplots comparing the distribution of between microarray spot replicate variances for each stage within the three pure species and the *Drosphila simulans *(male) × *D. sechellia *(female) F1 hybrids. Click here for file

Additional file 5 **Supplementary Figure 3**. Number of genes significantly differentially expressed in pairwise comparisons between *Drosphila simulans*, *D. sechellia*, and the *D. simulans *(male) × *D. sechellia *(female) F1 hybrids (*D. sim *male × *D. sec *femalw) at each of the four sampled stages (out of 2052 genes). Click here for file

Additional file 6 **Supplementary Figure 4**. Scatter plots comparing the fold change in expression level between the hybrids and the two parental species for each of the three consecutive developmental transitions. Click here for file

# Supplementary material for: Molecular evidence for increased regulatory conservation during metamorphosis, and against deleterious cascading effects of hybrid breakdown in Drosophila
**Source:** BMC Biol. 2010 Mar 31;8:26. doi: 10.1186/1741-7007-8-26
**Supplement:** Additional file 1 — Supplementary methods and analysis. This supplementary document contains additional analyses and detailed methods that were beyond the scope of the primary manuscript.

Additional data file 1. Supplementary Methods and Analysis.

This supplementary document contains additional analyses and detailed methods that were beyond the scope of the primary manuscript. In **Section 1** we present an analysis of the rates of coding sequence divergence of genes classified into specific developmental stages in order to test the conclusions found by Artieri et al. [1]. **Section 2** describes the protocol used to collect the time-synchronized *Drosophila* males for subsequent mRNA extraction. Finally, **Section 3** details the hybridization and analysis protocol used in order to collect our cDNA microarray data.

Section 1: Analysis of Rates of Coding Sequence Divergence over Sampled Developmental Stages.

Artieri et al. [1] found a significant increase in the mean rate of divergence among genes expressed in subsequent stages of *D. melanogaster* ontogeny, classified by the stage at which they showed their highest proportion of representation in stage-specific EST libraries. However, their study was unable to separate genes expressed in the larval stage from those expressed during the pupal stage due to the lack of larval and pupal specific EST libraries. In order to address the dynamics of gene divergence among genes expressed during these stages, we obtained Phylogenetic Analysis by Maximum Likelihood (PAML) Model 0 (a single rate for the entire tree) estimated rates of divergence (d_N , d_S , and d_N/d_S) for all genes in our dataset represented in the *Drosophila* 12 Genomes Consortium [2] *D. melanogaster* group data (representing a total of 1,334 genes). Each gene was classified into 1 of the 4 sampled developmental time points (larval, early pupal, late pupal, or adult) based on the time during which it showed its highest level of expression. The entire dataset of genes was then re-classified into the

same time points using arbitrarily chosen specificity thresholds such that in order for a gene to be classified as specific to a stage, its highest level of expression had to occur at that stage and exceed the next highest level of expression measured at any other stage by more than a 0.25 fold or 0.5 fold expression difference (Additional data file 2, sheet A).

While the comparisons between genes classified into specific stages using no specificity threshold revealed statistically significant differences (see below; Additional data file 2, sheets B and C) very few comparisons remained significant even at low specificity thresholds, likely owing to the much reduced sizes of the datasets.

Consequently, we present only the results of the analysis using no specificity threshold, though all results of the analysis performed using a greater than 0.25, or 0.5 fold threshold can be found in Additional data file 2, sheet C. Like Artieri et al. [1], in *D. melanogaster*, we find that when comparisons among divergence rates (d_N and d_N/d_S) between stages are statistically significant, later stages diverge more rapidly than earlier stages (Kruskal-Wallis rank sum test, $P < 0.05$ for the comparisons between either the late pupal or adult stages with the larval stage); the late pupal stage also diverges more rapidly than the early pupal stage in terms of d_N/d_S ($P = 0.049$) (Additional data file 2, sheet C). In terms of d_S , the only significant comparison indicated that the synonymous rate of substitution was lower in the larval stage as compared to the early pupal stage, possibly lending weak support to the findings of previous studies suggesting that codon usage bias is highest during the larval stage [3]. In *D. sechellia*, the only statistically significant comparison in terms of d_N and d_N/d_S indicates that the adult stage is diverging more rapidly than the early pupal stage ($P < 2.2 \times 10^{-16}$); the adult stage is also diverging more rapidly than the late pupal stage in d_N ($P = 0.040$). With regard to d_S , the late pupal

stage appears to be more conserved than the larval and early pupal stages. Interestingly, all comparisons between stages in *D. simulans* were non-significant. Finally, in the case of the hybrid, we found that the late pupal stage diverges more rapidly (d_N and d_N/d_S) than the other three stages, while all other comparisons were non-significant, with the exception of the early pupal stage, which is more conserved than the late pupal stages with regards to d_S (Additional data file 2, sheet C).

Differences between species in the patterns of divergence rates over ontogeny raises the possibility that the stage of highest gene expression may vary significantly between species, especially in comparisons over large evolutionary distances [1]. In order to address this, we compared the proportion of genes that retained the same stage of highest expression in comparisons between *D. melanogaster* and *D. simulans*, as well as *D. sechellia* and *D. simulans* at no specificity threshold (1,334 genes), and a greater than 0.25 or 0.5 fold expression level threshold (212 and 93 genes, respectively). Using no specificity threshold, we find that 53% of genes (708 genes) retain the same stage of highest level of expression in *D. melanogaster* and *D. simulans*, while 55% of genes (732 genes) retain the same stage of highest level of expression in *D. sechellia* and *D. simulans*. 

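Genes such as Vajk3, which rose by 4.96 on the log2 scale from early to late pupae and fell by 3.76 in adults in the mean of the pure species (n = 3 species, adjusted p = 5.74e-07 and 2.87e-05 from limma), have a clear stage of highest level. CG11413 rose by 6.74 at the former transition. Over 1906 genes, 1055 (55.4%, 95% interval 53.1 to 57.6) had their highest stage in common in D. sechellia and D. simulans and 981 (51.5%, 49.2 to 53.7) in D. melanogaster and D. simulans. In D. melanogaster and D. sechellia the number was 955 (50.1%). Late pupae were the highest stage for the fewest genes, 362 in D. melanogaster, 269 in D. sechellia and 410 in D. simulans. Among genes whose highest stage exceeded the next by a log2 margin of 0.5, the share in common was 90.8% (267 of 294) in D. sechellia and D. simulans and 92.0% (185 of 201) in D. melanogaster and D. simulans.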

Using a greater than 0.25 fold threshold of expression, these numbers become 63% (134 genes) and 76% (161 genes) respectively, a statistically significant increase in the case of the *D. sechellia/D. simulans* comparison (χ^2 test, 1 df, $P = 0.00433$). Finally when comparing patterns classified at a 0.5 fold or greater specificity threshold, 98% of genes (91/93) retained the same highest stage of expression in both pairwise comparisons, which is a statistically significant increase in conservation of stage of highest expression level as compared to using no specificity threshold in both

comparisons (χ^2 test, 1 df, $P < 0.001$). These results suggest that the more specific a gene's expression is to a given stage, the more likely it is to retain such specificity in evolutionary comparisons.

Our results generally support those of Artieri et al. [1] in that in *D. melanogaster*, when the differences are statistically significant, later stages diverge more rapidly than earlier stages (Additional data file 2, sheets B and C). This pattern also holds in *D. sechellia* in that statistically significant differences in evolutionary rates are in the direction of more rapid divergence in later stages. In the case of the hybrids, the late pupal time point appears to be the most rapidly diverging in terms of both d_N and d_N/d_S . Interestingly, significantly more genes expressed at their highest level in the adult stage of *D. sechellia* are expressed at their highest level during the late pupal stage in hybrids in comparison to the larval or early pupal stages (χ^2 test, 1 df, $P < 0.001$). Furthermore, the proportion of genes expressed at their highest level in adults in *D. sechellia* was not significantly different in comparison between genes expressed at their highest level in the late pupal or adult stage of the hybrids, perhaps indicating that a significant portion of genes expressed at an earlier stage in the hybrids as compared to *D. sechellia*, thus leading to a signal of elevated d_N and d_N/d_S in the late pupal stage. However, without a larger dataset of genes such possibilities must be considered purely speculative.

Another significant result of Artieri et al.'s [1] analysis was the observation of a positive correlation between the rate of divergence of genes and the degree to which those genes were specific in the stage at which they were expressed. We were unable to test the results of their analysis in our interspecific comparisons due to the reduced sample-sizes of genes classified into specific stages at even low (i.e., greater than 0.25

higher expression than any other stage) specificity thresholds. However, the ability to repeat such comparisons using a larger data set would be useful, given our observation that genes that are more specific in expression to a given developmental stage are more likely to be conserved in terms of stage of highest expression level between species, and thus would likely provide a more adequate form of comparison of divergence rates over ontogeny between species. Failure to apply adequate specificity thresholds will likely add noise to the analysis resulting from normal intraspecific or intraindividual variance in expression levels, which may explain why no significant differences were observed in comparisons between stages in *D. simulans*.

In addition to evolutionary patterns relating to the stage at which genes show their highest level of expression, genes that vary significantly in expression level during development may be expected to be subject to different evolutionary forces as compared to those whose expression remains stable (Additional data file 2, sheet D). We find that in all 3 pure species as well as the hybrids, genes that vary significantly in expression level diverge less rapidly in terms of d_N than those genes that vary significantly (permuted Kruskal-Wallis rank sum test, $P < 0.05$). This pattern also holds for d_S ($P < 0.001$) except in the case of *D. sechellia* ($P = 1.00$). Mirroring this pattern, the distribution of values of d_N/d_S is significantly greater in genes that vary significantly over development as compared to those that do not vary only in *D. sechellia* ($p = 0.0102$); there are no statistically significant differences in the other 3 comparisons (Additional data file 2, sheet D). Given that in *D. melanogaster*, *D. simulans*, and the hybrids, both the non-synonymous and synonymous rates of substitution, but not their ratio, are elevated in invariant genes, the most likely explanation is relaxation of selective constraint upon

genes that are not modulated in expression level over development. The elevated d_N/d_S observed in *D. sechellia* among genes that do not vary over development may suggest the action of selection; however, given our observation of a significantly reduced between replicate variance in this species, likely leading to an overestimate of the proportion of genes that vary over the course of development, we cannot rule out the possibility that *D. sechellia*'s unique pattern is simply an artifact of low within-species expression diversity.

Section 2: Time-synchronized collection of *Drosophila*

Approximately 30 individuals of each species (*D. melanogaster*, *D. sechellia*, and *D. simulans*), both males and females, were placed overnight at 25°C on a 10 cm plastic petri dish, which was approximately half-full of standard cornmeal – molasses – agar medium upon which a small amount of yeast mixed with lukewarm tap water was painted with a small paintbrush. Each dish was covered by a 100 ml tri-cornered beaker into which small holes had been punctured to assure adequate ventilation while preventing escape of the flies. In the morning, the flies were transferred to a fresh yeast-painted petri dish, while all larvae on the dish from the previous day, visible by inspection under a dissecting microscope, were removed using a syringe. The dish was then allowed to incubate again at 25°C for 2 hours at which point all newly emerged larvae were transferred onto fresh cornmeal-molasses - agar dishes and placed at 25°C for 96 hours. No more than 30 individuals were placed on a single plate in order to prevent density dependent growth effects. At 96 hours, during the 3rd instar larval stage, individuals were sexed under a dissecting microscope based on the morphology of the developing gonads [4], and males were anesthetized on ice in RNALater (Ambion) and placed at -80°C until mRNA extraction (see below).

After 200 individuals of each species had been collected, a similar protocol was followed except that in this case after 30 individuals of each species were placed overnight at 25°C on a 10 cm plastic petri dish, all larvae found in the morning were transferred to fresh cornmeal – molasses – agar petri dishes, again with no more than 30 individuals per dish, and allowed to develop at 25°C for approximately 120 hours. Dishes were then examined for the presence of pupae, which were discarded. After 2 hours, any larvae that had begun to undergo pupation (as defined by the presence of a brown puparium and complete lack of movement) were sexed and transferred to fresh petri dishes and allowed to develop for 2 (early pupal time point) or 72 (late pupal time point, post red eye) more hours before collection of males on ice in RNALater and immediate transfer to -80°C until mRNA extraction. Virgin adults were collected by tapping out pupae-containing jars in the morning, and collecting any flies that had emerged in the following 1.5 hours. Individuals were sexed based on genital morphology, anesthetized on ice in RNALater and transferred immediately to -80°C until mRNA extraction.

Collection of hybrids

Approximately 10 4-day old *D. simulans* (14021-0251.2) females were placed with 15 newly emerged *D. sechellia* (Cousin Island, Jean R. David Centre National de la Recherche Scientifique, Gif sur Yvette, France) males on petri dishes following the protocol described above. However, unlike in the case of the pure species, newly emerged F1 hybrid flies were never discarded, but rather placed into a separate glass vial with cornmeal-molasses-agar medium and kept for approximately 20 days. Given that the F1 hybrid males from this cross are sterile [5], any larvae observed in the vial after 20

days indicated that at least one the parental females was not a virgin, and thus all individuals collected from that cross were discarded.

Section 3: Microarray Hybridization/Analysis Protocol

In the case of the amplified samples, the following reverse transcription protocol was used: RNase-free water was added to 5 µg of total RNA from each sample to bring the final volume to 14.5 µl. 4 µl of random primer was added followed by incubation at 70°C for 10 min, then 42°C for 5 min. 19.5 µl of modified Indirect RT master mix was added to each tube, along with 2.0 µl of Superscript II RT (Invitrogen) and the reaction was incubated at 42°C for 3 hours. For the unamplified mixed-stage *D. melanogaster* reference sample, the following reverse transcription protocol was used: RNase-free water was added to 60 µg of total RNA from each sample, to bring the final volume to 19 µl. 21 µl of Indirect RT master mix was added into each tube and the reaction was incubated at 65°C for 5 min, then 42°C for 5 min. 2 µl of Superscript II RT (Invitrogen) was added to the sample, followed by incubation at 42°C for 3 hours.

The cDNA product was cleaned and precipitated by adding 8 µl of 1N NaOH to each reaction with mixing by pipetting followed by a quick spin and immediate incubation at 65°C for 10 min. 8 µl of 1N HCl was then added, followed by 4 µL of 1M Tris (pH 7.5), mixing by pipetting after each addition. 38 µl of water was added to bring the total volume to 100 µl, and the amino allyl-cDNA was purified using either the Qiagen PCR clean up or Invitrogen Purelink purification kit (using 80% EtOH for the wash buffer and eluting with 2 × 50 µl of water). After purification, 10 µl of 3M NaOAc, 1 µl of glycogen (20 µg/µl) and 120 µl of ice-cold isopropanol were added, and the

cDNA was allowed to precipitate at -20°C for at least 75 min or overnight. The precipitated cDNA was then spun at $>12,000\text{ g}$ for 30 min and the pellet was washed with 200 μL of 75% EtOH, followed by another spin at $>12,000\text{ g}$ for 5 min. All EtOH was carefully pipetted from the tube and the probe pellet was allowed to dry for $\leq 1\text{ min}$ before resuspension in 5 μL of water.

Samples were then dye conjugated by addition of 3 μL of 0.3 M NaHCO_3 to the resuspended amino allyl-cDNA, followed by 2 μL of reactive dye (Alexa647 for samples, and Alexa555 for the reference) and subsequent incubation at room temperature in the dark for 1 hour. 90 μL of ddH_2O was added to each sample, followed by purification using either the Qiagen PCR clean up or Invitrogen Purelink purification kit, washing with 80% EtOH 3 $\times$ and eluting with 3 $\times$ 50 μL of water. 15 μL of 3M NaOAc, 1.5 μL of glycogen (20 $\mu\text{g}/\mu\text{L}$) and 170 μL of ice-cold isopropanol were added to the labeled probe, and the DNA was allowed to precipitate at -20°C for at least 30 min. The precipitated probe was then spun at $>12,000\text{ g}$ for 30 min and the pellet was washed with 200 μL of 75% EtOH, and spun at $>12,000\text{ g}$ for 5 min. All EtOH was carefully pipetted from the tube and the probe pellet was allowed to dry for $\leq 1\text{ min}$ before resuspension in 5 μL of water.

Microarrays were competitively hybridized using the following protocol: 80 μL of hybridization buffer (75 μL of DIG Easy Hyb [Roche], 4 μL of 10 mg/ml yeast tRNA [Invitrogen], and 4 μL of 10 mg/ml salmon sperm DNA [Sigma]) was added to each resuspended probe, followed by incubation at 65°C for 10 min. Both sample and reference probes were placed on the array, which was then placed in a sealed chamber in a 37°C water bath for 16-18 hours. The array was then washed for 3 $\times$ 15 min in pre-

warmed $1 \times \text{SSC}$, 0.1% SDS. The array was then washed with room temperature $1 \times \text{SSC}$ for $\leq 1\text{min}$, followed by room temperature $0.1 \times \text{SSC}$ for $\leq 15 \text{ sec}$. Arrays were scanned using a ScanArray 4000 XL (GSI Lumonics/Packard Biochips); images were preprocessed and quantified using QuantArray v3.0 (PerkinElmer).

Analysis of microarray data

Data from the scanned microarrays were uploaded into GeneTraffic™ DUO version 3.0 (Iobion Informatics) and replicate spots were filtered such that any element showing a coefficient of variation greater than 200% among replicates, or a 2-fold or greater difference among the highest and lowest measured replicate spot (including all elements within an array or between replicate arrays) was flagged. All elements flagged according to these criteria as well as those flagged by the internal quality control standards of the software were then manually inspected for the presence of unacceptable spots (e.g., incorrectly printed, contained visible surface scratches or matter interfering with the scanning, etc.). Such spots were removed, and if less than 6 usable replicates (i.e., 2 replicate spots per array) remained, the entire element was discarded. Furthermore, an element was discarded if a subset of the within-array replicate spots showed consistently different hybridization intensities; these spots likely represent clones that were incorrectly annotated as belonging to the same element in the CDMC's *Drosophila* 12kv2 microarray annotation file (http://142.150.8.217/GT_annot.zip). The filtered raw data was then downloaded from GeneTraffic™ DUO version 3.0 and subjected to a second round of quality control, where spots were removed if they did not show an expression intensity of at least 100, as well as a two-fold expression intensity above either the local or global average background. All genes that did not have usable data

from both replicate spots on all three microarrays in all four stages within a species were then removed from further analysis. The CDMC's *Drosophila* 12kv2 microarray annotation file was then manually inspected in order to identify all spots for which a single Flybase gene number (FBgn) (FB2008_10 Dmel Release 5.13; <http://flybase.org/>) could unambiguously be identified (the manually updated array spot number/clone - FBgn associations are listed in Additional data file 2, sheet F). All control spots as well as ambiguous clone spots were removed from further analysis, leaving only genes that were detectably expressed in all 4 stages in at least one of the 3 species or the hybrid.

Normalization and microarray data analysis

The data remaining after quality control were normalized using the 'rflowess' procedure (spatial-intensity joint loess) as implemented in the 'maanova' package in the R statistical software (<http://research.jax.org/faculty/churchill/software/Rmaanova/index.html>) [6], using default values and a 'TwoColor' array type. The output for each spot on each array from maanova was then transformed into its $\log_2(\text{sample/reference})$ ratio, which was then analyzed by the software Significance Analysis of Microarrays as implemented in the 'samr' package in R (<http://www-stat.stanford.edu/~tibs/SAM/>) [7,8]. Differential expression of genes between samples was estimated using two methods: for within-species, between-stage comparisons (i.e., do genes vary significantly in expression over the course of development within a species?), samr was run on all genes from the dataset of 4,286 that were detectably expressed within a species/hybrid using the 'Multiclass' response type, 2000 permutations of the data, and a False-Discovery Rate (FDR) of 5%.

Furthermore, pairwise, Bonferroni-corrected t-tests were performed on the distribution of replicate values for each developmental transition (larval to early pupal, early pupal to late pupal, and late pupal to adult) for all genes that were identified as varying significantly among the 4 developmental stages. Genes that did not vary significantly (as identified by the t-test) by at least a 1.5 fold expression difference in at least one of the three developmental transitions were rejected as not varying significantly over development. In the case of between pure species or between hybrids and their parental species, within-stage comparisons (i.e., are genes significantly differentially expressed between species/hybrids within a given stage?), samr was run on all genes from the dataset that were detectably expressed in both species of a given pairwise comparison using the 'Two class unpaired' response type, a minimum-fold expression difference threshold of 1.5, 2000 permutations of the data, and an FDR of 5%. After samr analysis, all remaining genes in the analysis were inspected for duplicates (some genes are spotted in duplicate on the microarray). If a given gene showed the same pattern of expression in all of its duplicates, only the first spot in numerical order according to the annotation file, or the first spot with statistically significant differences, was retained for further analysis. Any duplicates that did not agree in expression pattern (e.g., higher in one species in one duplicate, but higher in the other species in another duplicate) were excluded from further analysis. A summary of all raw data with results of the analysis for the 4,286 genes retained in the final analysis is found in Additional data file 2, sheet A.

REFERENCES

1. Artieri CG, Haerty W, Singh RS: Ontogeny and Phylogeny: molecular signatures of selection, constraint, and temporal pleiotropy in the development of *Drosophila*. *BMC Biol* 2009, 7:42.
2. *Drosophila* 12 Genomes Consortium: Evolution of genes and genomes on the *Drosophila* phylogeny. *Nature* 2007, 450:203-221.
3. Vicario S, Mason CE, White KP, Powell JR: Developmental stage and level of codon usage bias in *Drosophila*. *Mol Biol Evol* 2008, 25:2269-2277.
4. Ashburner M: *Drosophila A Laboratory Manual*. Cold Spring Harbor: Cold Spring Harbor Laboratory Press; 1989.
5. Bock IR: Interspecific hybridization in the genus *Drosophila*. In *Evolutionary Biology*. Edited by Hecht M, Wallace B. New York: Plenum Publishing Corporation; 1984:41-70.
6. Wu H, Kerr MK, Cui X, Churchill GA: MAANOVA: A software package for the analysis of spotted cDNA microarray experiments. In *The Analysis of Gene Expression Data: Methods and Software*. Edited by Parmigiani G, Garrett ES, Irizarry RA, Zeger SL. New York: Springer; 2003:313-340.
7. Tusher VG, Tibshirani R, Chu G: Significance analysis of microarrays applied to the ionizing radiation response. *Proc Natl Acad Sci USA* 2001, 98:5116-5121.
8. Storey JD, Tibshirani R: Statistical methods for identifying differentially expressed genes in DNA microarrays. *Methods Mol Biol* 2003, 224:149-157.

# Supplementary material for: Molecular evidence for increased regulatory conservation during metamorphosis, and against deleterious cascading effects of hybrid breakdown in Drosophila
**Source:** BMC Biol. 2010 Mar 31;8:26. doi: 10.1186/1741-7007-8-26

Additional data file 3. Supplementary figure 1 - Venn diagrams indicating the number of genes varying significantly in expression level over the 4 sampled developmental stages that are shared among (A) the three pure species and (B) the two parental species and the hybrids. The number of genes indicated in each segment of each the diagram is drawn from the 2,006 genes that were detectably expressed in all 3 species and the hybrid at all 4 sampled developmental stages. The numbers under each species' name indicates the total number of genes that vary significantly in expression level over the sampled developmental stages in that species/hybrid.

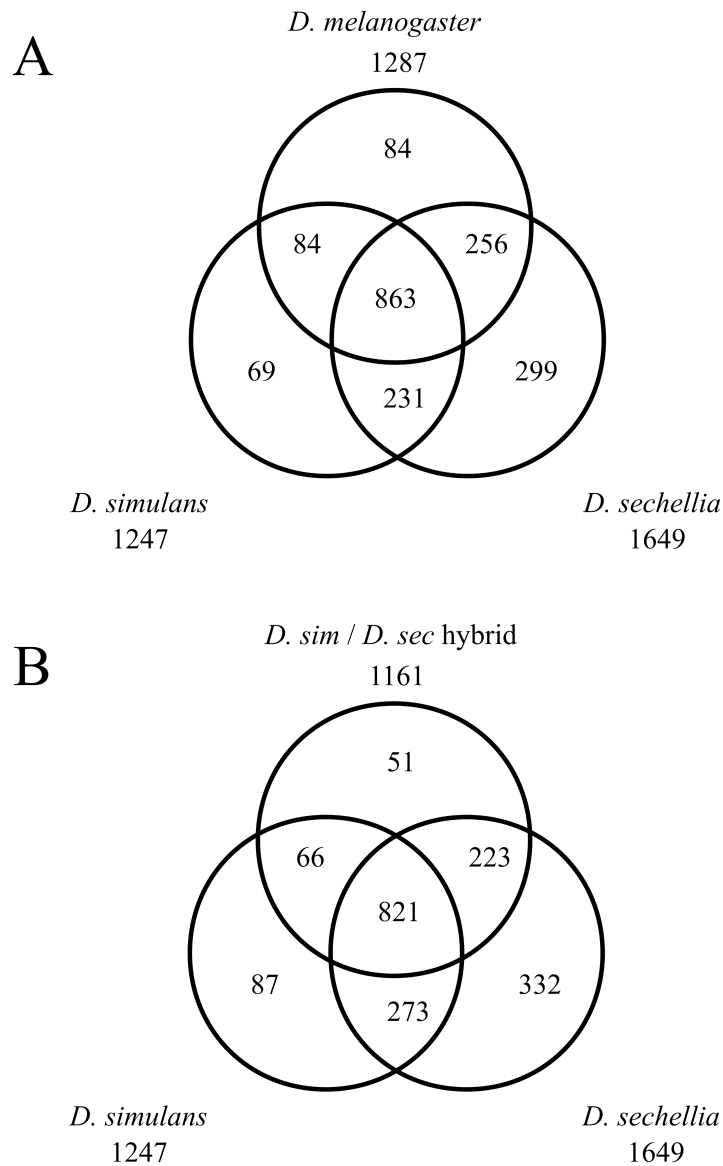

**Supplement:** Additional file 3 — Supplementary figure 1. Venn diagrams indicating the number of genes varying significantly in expression level over the four sampled developmental stages that are shared among the three pure species and the two parental species and the hybrids.

# Supplementary material for: Molecular evidence for increased regulatory conservation during metamorphosis, and against deleterious cascading effects of hybrid breakdown in Drosophila
**Source:** BMC Biol. 2010 Mar 31;8:26. doi: 10.1186/1741-7007-8-26

Additional Data File 4. Supplementary figure 2 - Boxplots comparing the distribution of between microarray spot replicate variances for each stage (L, larval; EP, early pupal; LP, late pupal; A, adult) within the three pure species (*D. mel*, *D. melanogaster*; *D. sec*, *D. sechellia*; *D. sim*, *D. simulans*) and the *D. simulans* (♀) × *D. sechellia* (♂) F1 hybrids (Hybrid). Note that the mean variance is lower in *D. sechellia* during the L, EP, and LP stages as compared to all other species/hybrids (permuted Kruskal-Wallis rank sum test, $P < 2.2 \times 10^{-16}$). Also, no stages in the hybrids showed the highest mean variance in comparisons with the three pure species, despite the hybrid replicate spots representing biological replicates.

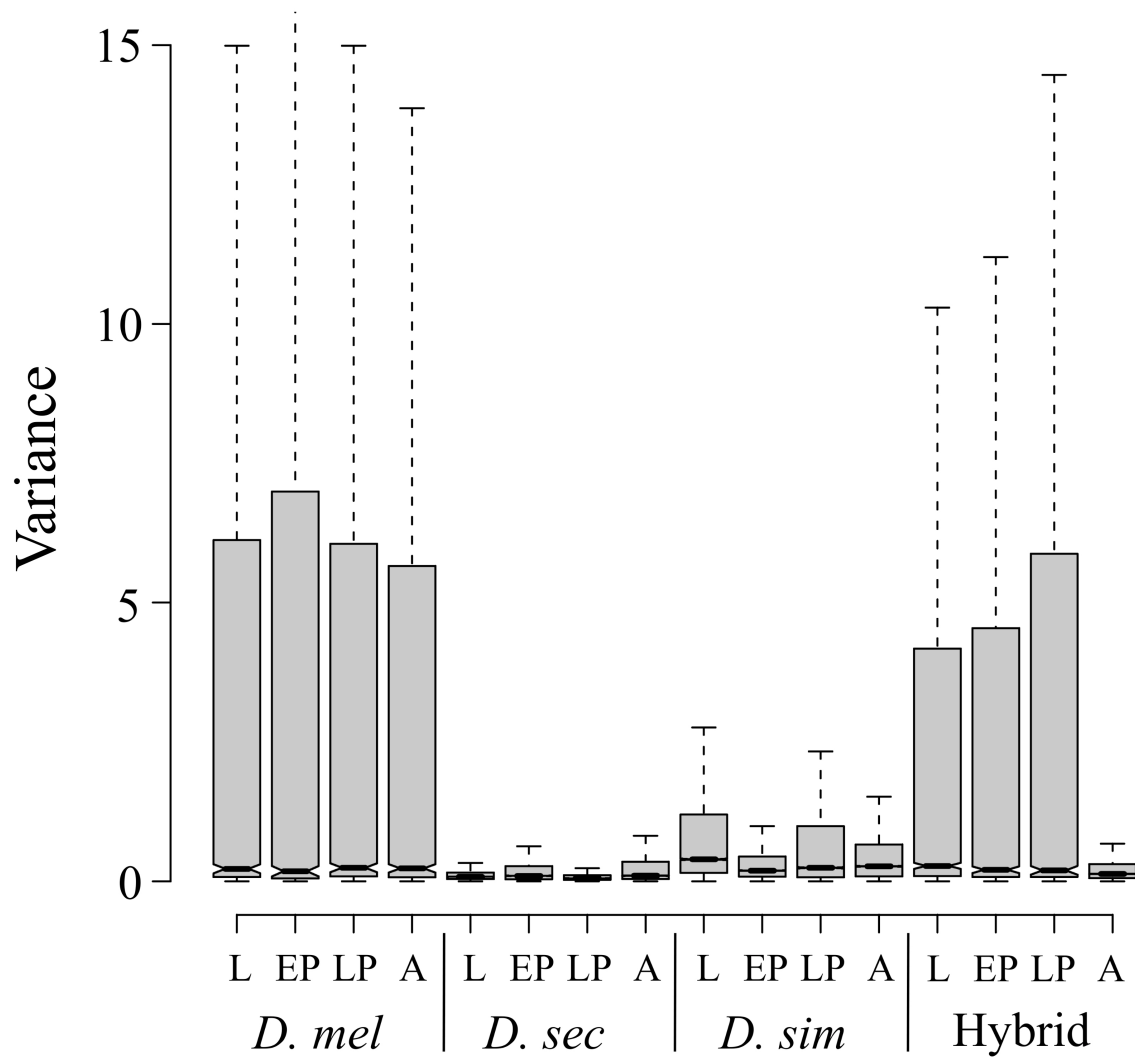

**Supplement:** Additional file 4 — Supplementary Figure 2. Boxplots comparing the distribution of between microarray spot replicate variances for each stage within the three pure species and the Drosphila simulans (male) × D. sechellia (female) F1 hybrids.

# Supplementary material for: Molecular evidence for increased regulatory conservation during metamorphosis, and against deleterious cascading effects of hybrid breakdown in Drosophila
**Source:** BMC Biol. 2010 Mar 31;8:26. doi: 10.1186/1741-7007-8-26

Additional data file 5. Supplementary figure 3 - Number of genes significantly differentially expressed in pairwise comparisons between *D. simulans*, *D. sechellia*, and the *D. simulans* (♀) × *D. sechellia* (♂) F1 hybrids (*D.sim*♀×*D.sec*♂) at each of the four sampled stages (out of 2,052 genes). The comparison between each species is divided into two segments, each indicating the number of genes that are expressed at a higher level in the species of the corresponding shade: grey, *D. simulans*; white, *D. sechellia*; and black, *D.sim*♀×*D.sec*♂ (see the legend in the upper-right hand corner of the figure). In the comparison between *D. simulans* and *D. sechellia* there are fewer genes differentially expressed during the larval stage than any other stage as indicated by the three asterisks (***) ($P < 0.001$). Similarly, in the comparison between *D. sechellia* and *D.sim*♀×*D.sec*♂ both the early and late pupal stages show significantly fewer genes that are differentially expressed as compared to the larval or adult stages again as indicated by the three asterisks ($P < 0.001$). All other between stage comparisons within the pairwise comparisons were not statistically significant. The daggers (†) indicate stages where the number of genes differentially expressed in the pairwise comparison between species is significantly lower than both other between species comparisons at the same stage ($P < 0.001$). Hash symbols (#) indicate comparisons where there is significant (χ^2 goodness of fit test, $P < 0.05$) asymmetry in the number of genes that are expressed at a higher level in one species vs. the other.

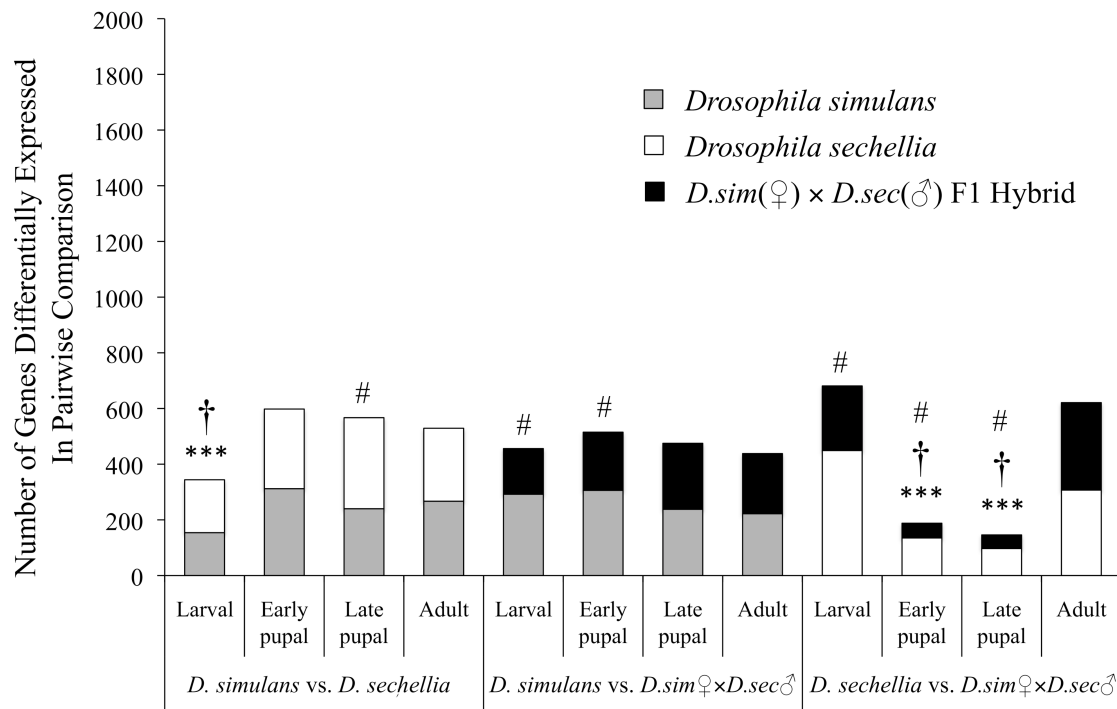

**Supplement:** Additional file 5 — Supplementary Figure 3. Number of genes significantly differentially expressed in pairwise comparisons between Drosphila simulans, D. sechellia, and the D. simulans (male) × D. sechellia (female) F1 hybrids (D. sim male × D. sec femalw) at each of the four sampled stages (out of 2052 genes).

# Supplementary material for: Molecular evidence for increased regulatory conservation during metamorphosis, and against deleterious cascading effects of hybrid breakdown in Drosophila
**Source:** BMC Biol. 2010 Mar 31;8:26. doi: 10.1186/1741-7007-8-26

Additional data file 6. Supplementary figure 4 - Scatter plots comparing the fold change in expression level between the hybrids and the two parental species for each of the three consecutive developmental transitions: (A) L to EP, (B) EP to LP, and (C) LP to A. The comparison and linear regression between *D. sechellia* and the hybrid is shown in red (circles), while the comparison and linear regression between *D. simulans* and the hybrid is shown in blue (circles). The slopes of the regression lines are all significantly different as determined by ANCOVA. The fold change in expression level between transitions in the hybrid is more significantly correlated to the *D. simulans* parent during the L to EP and LP to A transitions, while in the case of the EP to LP transition, the hybrid is more significantly correlated with *D. sechellia*.

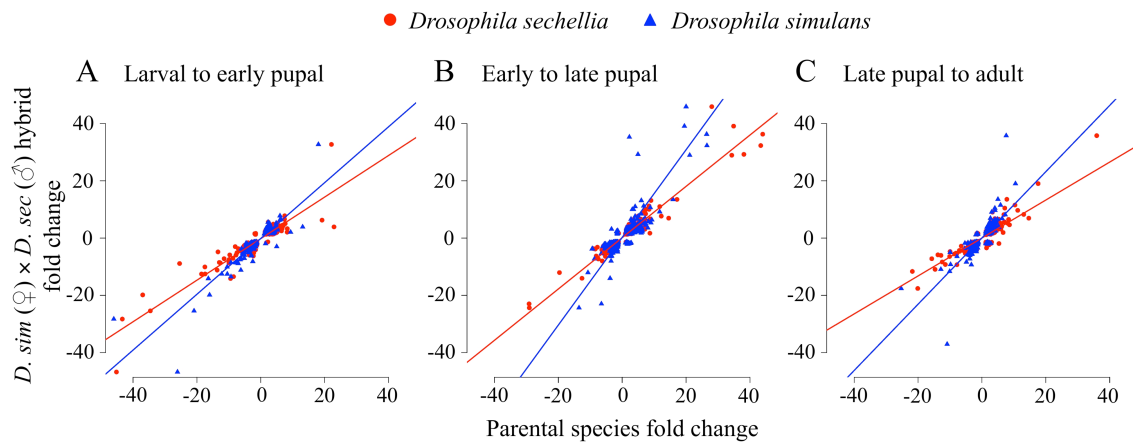

**Supplement:** Additional file 6 — Supplementary Figure 4. Scatter plots comparing the fold change in expression level between the hybrids and the two parental species for each of the three consecutive developmental transitions.

How the deposited data were processed for this re-analysis (not part of the article)

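The deposited value table holds 1 column per array, and every one of the 48 columns was used. Its values are log2 ratios of sample to reference per spot. Before depositing them, the authors quantified the spots, removed spots that failed inspection or their limits of intensity and of signal over background, kept an element only where both spots were usable on all arrays of a species or of the hybrids, and normalized each array by a joint loess over space and intensity. These steps could not be repeated, since the scanner values are not used here. The medians of the columns lay between -0.07 and 0.09, so the deposited log2 values are centred near 0, with no further scaling known.

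From there, the 2 spots of each element were averaged per array. Of the 15230 probes with an annotation, 14966 have 1 gene symbol and 264 have several, and 12418 of the 27648 probes of the table have none listed. Probes with several symbols were left unnamed. In the set measured in all 4 groups, 1605 elements were named by the annotation and 161 by the authors' list in Additional file 2, of which the copy used holds the first 1317 rows, and 747 of 2535 had no name. Where rows of that list could be compared, the gene was that of the annotation in 932 and differed in 7. For a gene with several elements the first was kept, where the authors kept the first or the first significant one, and the mean of the elements was an alternative. The sets are 1906 genes for the 3 pure species, 1748 for the hybrids and both parents, and 1706 for all 4. No coordinates are given, since the gene table used belongs to another genome build, and chromosomes are given by name.

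The pure species have 3 technical arrays of 1 RNA pool per stage and the hybrids 3 pools. Pairs of arrays of a group were near-identical in 7 groups: the correlation between the arrays of the difference between duplicate spots was 0.93 to 0.97 in 6 of them and 0.61 in the hybrid adults, against -0.03 to 0.04 in the 41 other pairs of a group. They were merged into 1 unit, a departure from the planned design that was chosen after the arrays were seen, and the result without merging is given among the alternatives. Pure-species arrays were then averaged to 1 unit per group, which gives 23 units in 16 groups with 7 residual degrees of freedom. A single limma model with moderated variances (prior degrees of freedom 10.2) was fitted over these units, so the spread between pools comes from the hybrids and is assumed for the species. For 200 genes without hybrid values it comes from the prior alone. The p-values of limma and camera measure the spread between these samples. McNemar and Fisher p-values are computed over genes, take the genes as independent and say nothing of the spread between pools. Comparisons of the hybrids with each parent share the hybrid arrays, and unchanged hybrids were simulated 100 times against the same parents.

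Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold (0.58 on the log2 scale). A gene varied over development if the F test over the stages passed after Benjamini-Hochberg adjustment and at least 1 of the 3 consecutive transitions changed 1.5-fold with a p that passed after multiplication by 6. A gene was misexpressed if it passed in the same direction against both parents. Counts of genes were compared by exact two-sided McNemar tests with Benjamini-Hochberg adjustment, and shares have exact Clopper-Pearson intervals at 95% confidence. The authors used SAM over the spots at a false discovery rate of 5% and Bonferroni-corrected t-tests of the transitions. That method, with 100 permutations over the 6 spots of a group, and limma with every array as a replicate were planned as alternatives, and both take technical arrays as independent. Groups were clustered on 1 minus the Spearman correlation of their means with complete linkage, with 1000 bootstrap resamples of genes. The paper bootstrapped with pvclust, and plain shares of resamples are given here. Fuzzy c-means used 6 clusters, a fuzzifier of 2.5 and 20 starts. Slopes were fitted on the log2 scale over genes called in the hybrids and both parents.

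Before the data were examined, 22 gene lists, the alternatives and the rule for named genes were written down. The rule takes the genes that the paper names, per stage the 12 misexpressed genes furthest below and the 8 furthest above both parents, per pair of species and stage the 5 highest and 5 lowest called genes, per transition the 10 highest and 10 lowest genes called in all 3 species, and any called member of a list. Which of the genes that meet the rule are named in a paragraph was chosen after their values were seen. The lists are larval serum and fat body proteins, cuticle proteins, salivary glue, ecdysone response, digestive enzymes, phototransduction, sarcomere and flight muscle, testis and spermatogenesis, male accessory gland, yolk and chorion, germline and ovary, cell cycle, cytosolic ribosomal proteins, proteasome, mitochondrial ribosomal proteins, oxidative phosphorylation, immune response, heat shock, detoxification, chemosensory, nervous system, and cuticle pigmentation. Lists with at least 5 measured genes were tested with camera at a preset correlation of 0.01 and again with an estimated correlation.

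Simulated data with 200 changed genes checked the programs. For adult hybrids against both parents (1748 genes), 6% of genes changed by 1 on the log2 scale were recovered and 98.5% of those changed by 2, with 0 and 1 false calls. For D. sechellia against D. simulans in early pupae (1906 genes) 0.5% and 91% were recovered, with 2 and 6 false calls. For varying genes (1706 genes), 5.5% and 97.5% were recovered in D. sechellia, with 0 and 10 false calls, and 86% and 100% in the hybrids, with 8 and 5. SAM on 6 spots against 6 recovered 97.5% at a change of 1 with 3 false calls, and camera recovered the changed list with 0 false calls. The software was R 4.3.3 with limma 3.58.1 and e1071 1.7.16, and Python 3.11.15 with pandas 2.3.3 and scipy 1.17.1. X-linked and autosomal genes were to be compared among genes called between the parents, but too few were called, and genes that differ 1.5-fold between the parents without a test, a choice also made beforehand, are given. The sex-biased genes, the essential genes and the sequence identities that the paper compares with its calls are not analysed here.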

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

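The tests of near-identical arrays and of a lower spread in D. sechellia, all tests on hybrid larval pool 1 and the late pupal medians of the testis list were chosen after the result was seen, as was the setting that scales each array to the same SD, whose prediction was written before its own value was known.

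The distance of the hybrids from the mean of their parents changed between stages in 13 cases, each a list of genes tested with camera on the difference between a pair of stages. No single gene of these lists was called for such a difference. Between larvae and early pupae, the median distance on the log2 scale moved by 0.40 for cytosolic ribosomal proteins (adjusted p = 0.00261), by -0.38 for the proteasome (adjusted p = 0.00261) and by 0.58 for oxidative phosphorylation (adjusted p = 0.000417). Each of these had adjusted p = 0.383 with an estimated correlation. Between larvae and late pupae, it moved by -0.74 for the proteasome (adjusted p = 3.75e-07, and adjusted p = 0.647 with an estimated correlation) and by 0.42 for oxidative phosphorylation (adjusted p = 0.0227, and adjusted p = 0.832 with an estimated correlation). Between larvae and adults, the proteasome moved by -0.80 (adjusted p = 1.46e-05, and adjusted p = 0.879 with an estimated correlation). Larval values include hybrid larval pool 1, which stands apart. Without it, a setting chosen after the values were seen, the moves to early pupae were, in the same order, 0.32 (adjusted p = 0.191), -0.28 (adjusted p = 0.127) and 0.20 (adjusted p = 0.191). Those to late pupae were -0.68 (adjusted p = 0.000146, and adjusted p = 0.537 with an estimated correlation) and 0.16 (adjusted p = 0.709), and that to adults was -0.79 (adjusted p = 0.000339, and adjusted p = 0.587 with an estimated correlation).

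Between early and late pupae, the distance moved by 0.32 for testis genes (adjusted p = 0.00487), by -0.50 for cytosolic ribosomal proteins (adjusted p = 0.000367), by -0.37 for the proteasome (adjusted p = 0.00132) and by -0.42 for cuticle pigmentation (adjusted p = 0.00487), each with adjusted p = 0.382 with an estimated correlation. Between early pupae and adults, it moved by -0.54 for cytosolic ribosomal proteins (adjusted p = 0.000169) and by -0.46 for the proteasome (adjusted p = 0.000318), each with adjusted p = 0.543 with an estimated correlation. Between late pupae and adults, testis genes moved by -0.55 (adjusted p = 0.00111, and adjusted p = 0.426 with an estimated correlation).

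Testis genes lay below both parents in adult hybrids, and a single deviating pool is argued against by the arrays themselves, since the highest of the 3 array medians was -0.80, though arrays 1 and 2 were near-identical and count as 1 unit, which leaves 2 units, both below 0. Weaker hybridisation of D. simulans or D. sechellia sequence would place hybrids between the parents, and 70.6% of the 17 genes lay below both (95% interval 44.0 to 89.7). Younger hybrid adults stay open. On the way from late pupae (0) to adults (1) the hybrid arrays lay at 0.791 (SD 0.090). D. simulans, the lower parent, lay at 0.784 (SD 0.079) and D. sechellia at 1.00 (SD 0.026). The difference between hybrids and D. simulans was 0.00779, within these SDs. These means count near-identical arrays separately. Hybrid arrays 1 and 2 lay at 0.843 and 0.844 and array 3 at 0.688, and D. simulans arrays 1 and 3 at 0.739 and 0.738 and array 2 at 0.875. Each species was placed on the change of the other 2 species and the hybrids on that of all 3, so the positions do not share a scale. The sign of the difference is therefore not settled, and the difference is no measure of age alone. Against a younger age go the late pupal medians of the list, -0.21 in hybrids, -0.23 in D. sechellia and 0.27 in D. simulans, all above the -0.57 of hybrid adults, but no sample covers the time between the stages. The loss of germ cells in sterile males, the biological explanation that the cross offers, may lower such genes and was not tested.

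Hybrid larval pool 1 differed from the other hybrid larval pools along the change from larvae to early pupae. Random error of this array is argued against by a correlation of 0.559 across genes between its deviation and that change. An early pupal array under a larval label is argued against by its distance of 0.513 to the lowest hybrid early pupal array, although its Spearman correlation was higher with hybrid early pupae (0.805) than with the other hybrid larvae (0.767), where each hybrid early pupal array had 0.927 to 0.932 with the others of its stage. A later age of this pool may account for it, since it lay 0.417 above the higher of pools 2 and 3. D. melanogaster larvae lay at 0.229 to 0.319, but on the change of the other 2 species and so not on the same scale. Not every list followed the change from larvae to early pupae. Cuticle pigmentation lay at -0.70 in pool 1 relative to pools 2 and 3, while it moved by 0.15 in the pure species. Heat shock genes lay at -0.33, against a move of 0.20, and the other lists had the same direction in both. A difference between the animals of the pool other than age was not tested.

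More genes varied over development in D. sechellia than in D. simulans. In limma, 1 spread per gene is shared by all groups, so near-identical arrays or a lower spread between technical arrays cannot favour D. sechellia there. The excess was 124 genes with near-identical arrays counted once and 73 in the fit on pools, the count that raised the question. This argues against either as the whole cause of the excess in limma alone. SAM takes the spread of each species by itself and was not run with such arrays counted once. A difference in scale between the arrays of the 2 species stays open as a candidate explanation, since the excess was 30 genes (exact McNemar test, p = 0.0686) once each array had the same SD. The mean SD was 0.92 in D. simulans, 0.96 in D. sechellia and 0.97 in D. melanogaster, so D. simulans had the narrow scale. With that scaling, the varying genes went from 260 to 312 in D. simulans and from 333 to 342 in D. sechellia. Such a difference in scale can itself be biological, and a larger change of expression in D. sechellia was not tested apart from it.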

How the results depend on the processing

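Of the settings here, SAM, every array as a replicate, limma's treat, the arrays centred on their medians, the mean of a gene's elements, the replicate block, the left-out replicates of every group, signed fold changes, all genes measured, average linkage, gene-centred values, the variance over spots, the margin and the X-linked genes by fold were planned. The settings with near-identical arrays not merged or counted once, with elements without a gene name, with each array scaled to the same SD and without single hybrid replicates were chosen after seeing the data. Counts of called genes changed with the replicates: limma on pools has 7 residual degrees of freedom, and technical arrays of 1 pool, taken as replicates, gave higher counts, many of them several times as high. They also changed with the test, since 38 genes were misexpressed at 1 stage or more and 0 with limma's treat. Among the orders that no setting reversed were more varying genes in D. sechellia than in D. melanogaster and than in D. simulans (the latter by 30, exact McNemar test, p = 0.0686, with each array scaled to the same SD), more pupal genes called against D. simulans than against D. sechellia in hybrids, and more lower than higher genes among those misexpressed in adults. With the mean of a gene's elements, all 50 counts and summaries stayed within 1.5 times their value or on the same side of the test, and average linkage left all 12 clusters on their side. The larval to adult order of misexpression turned with the technical arrays as replicates. Spots without signal over background on any array of a group had been removed by the authors, so genes that are low at some stage are missing from every count, and the number of arrays limits the precision. Where a result changed, the cause was not tested.

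With every array as a replicate, the genes varying over development numbered 971 for D. melanogaster, 1244 for D. sechellia, 979 for D. simulans, 324 for D. sechellia minus hybrid. The genes called between species numbered 668 (larval), 658 (early pupal), 552 (late pupal) and 550 (adult) for D. melanogaster and D. sechellia, 401 (larval), 354 (early pupal), 624 (late pupal), 543 (adult) and 223 (late pupal minus larval) for D. melanogaster and D. simulans, 205 (larval), 490 (early pupal), 503 (late pupal), 410 (adult), 285 (early pupal minus larval), 298 (late pupal minus larval) and 205 (adult minus larval) for D. sechellia and D. simulans. The genes called between hybrids and a parent numbered 508 (larval), 108 (early pupal), 58 (late pupal) and 444 (adult) for hybrid with D. sechellia, 311 (larval), 376 (early pupal), 337 (late pupal) and 334 (adult) for hybrid with D. simulans, 197 (larval) and 110 (adult) for the count with D. sechellia minus that with D. simulans. The misexpressed genes numbered 186 (larval), 56 (early pupal), 12 (late pupal), 158 (adult), 174 (larval minus late pupal), 28 (larval minus adult) and 44 (early pupal minus late pupal), 121 (larval), 46 (early pupal), 7 (late pupal) and 122 (adult) for underexpressed genes, 333 at 1 stage or more, 275 at 1 stage only, 1 at all 4 stages. The gene lists called numbered 3 (late pupal) and 3 (adult) for D. sechellia minus D. simulans, 2 (late pupal to adult) for mean of pure species. With SAM over the 6 spots, the genes varying over development numbered 961 for D. melanogaster, 1284 for D. sechellia, 937 for D. simulans, 376 for D. sechellia minus hybrid. Between species, the called genes numbered 709 (larval), 692 (early pupal), 595 (late pupal) and 594 (adult) for D. melanogaster and D. sechellia, 459 (larval), 406 (early pupal), 654 (late pupal), 583 (adult) and 195 (late pupal minus larval) for D. melanogaster and D. simulans, 296 (larval), 544 (early pupal), 544 (late pupal), 483 (adult), 248 (early pupal minus larval), 248 (late pupal minus larval) and 187 (adult minus larval) for D. sechellia and D. simulans. Between hybrids and a parent, the called genes numbered 560 (larval), 166 (early pupal), 124 (late pupal) and 514 (adult) for hybrid with D. sechellia, 375 (larval), 430 (early pupal), 392 (late pupal) and 377 (adult) for hybrid with D. simulans, 185 (larval) and 137 (adult) for the count with D. sechellia minus that with D. simulans. The misexpressed genes numbered 238 (larval), 84 (early pupal), 21 (late pupal), 171 (adult), 217 (larval minus late pupal), 67 (larval minus adult) and 63 (early pupal minus late pupal), 168 (larval), 63 (early pupal), 12 (late pupal) and 127 (adult) for underexpressed genes, 409 at 1 stage or more, 330 at 1 stage only, 2 at all 4 stages.

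With every array as a replicate, near-identical arrays counted once, the genes varying over development numbered 821 for D. melanogaster, 995 for D. sechellia, 871 for D. simulans, 133 for D. sechellia minus hybrid. Between species, the called genes numbered 635 (larval), 361 (early pupal), 457 (late pupal) and 447 (adult) for D. melanogaster and D. sechellia, 347 (larval), 220 (early pupal), 525 (late pupal), 441 (adult) and 178 (late pupal minus larval) for D. melanogaster and D. simulans, 143 (larval), 314 (early pupal), 299 (late pupal), 117 (adult), 171 (early pupal minus larval) and 156 (late pupal minus larval) for D. sechellia and D. simulans. Between hybrids and a parent, the called genes numbered 459 (larval), 32 (early pupal) and 248 (adult) for hybrid with D. sechellia, 257 (larval), 334 (early pupal), 245 (late pupal) and 199 (adult) for hybrid with D. simulans, 202 (larval) and 49 (adult) for the count with D. sechellia minus that with D. simulans. The misexpressed genes numbered 158 (larval), 22 (early pupal), 111 (adult), 158 (larval minus late pupal), 47 (larval minus adult) and 22 (early pupal minus late pupal), 102 (larval), 19 (early pupal) and 97 (adult) for underexpressed genes, 247 at 1 stage or more, 210 at 1 stage only. With near-identical arrays not merged, the genes called between species numbered 1 (larval) and 8 (late pupal) for D. melanogaster and D. sechellia, 28 (late pupal) and 28 (late pupal minus larval) for D. melanogaster and D. simulans. Between hybrids and a parent, the called genes numbered 75 (adult) for hybrid with D. sechellia, 7 (larval) for hybrid with D. simulans, -11 (adult) for the count with D. sechellia minus that with D. simulans. The gene lists called numbered 3 (adult) for D. sechellia minus D. simulans. With near-identical arrays counted once, the percent of genes with the lowest spread in D. sechellia was 34.8 (early pupal), 44.3 (late pupal) and 44.0 (adult). With elements without a gene name included, the genes varying over development numbered 353 for D. melanogaster, 406 for D. simulans. Between species, the called genes numbered 2 (larval) and 33 (early pupal) for D. melanogaster and D. sechellia, 3 (early pupal), 12 (late pupal) and 12 (late pupal minus larval) for D. melanogaster and D. simulans, 4 (early pupal) and 1 (late pupal) for D. sechellia and D. simulans. Between hybrids and a parent, the called genes numbered 1 (late pupal) for hybrid with D. sechellia, 7 (late pupal) for hybrid with D. simulans, -6 (late pupal) for the count with D. sechellia minus that with D. simulans. The misexpressed genes numbered 1 (larval). With each array scaled to the same SD, the genes varying over development numbered 30 for D. sechellia minus D. simulans.

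With limma's treat against 1.5-fold, the genes called between species numbered 1 (early pupal) and 0 (adult) for D. melanogaster and D. sechellia, 0 (late pupal) and 1 (adult) for D. melanogaster and D. simulans, 1 (early pupal) for D. sechellia and D. simulans. The genes called between hybrids and a parent numbered 0 (larval), 0 (early pupal) and 5 (adult) for hybrid with D. sechellia, 1 (larval), 1 (early pupal), 0 (late pupal) and 0 (adult) for hybrid with D. simulans, -1 (early pupal), 0 (late pupal) and 5 (adult) for the count with D. sechellia minus that with D. simulans. The misexpressed genes numbered 0 (larval), 0 (adult), 0 (adult minus late pupal) and 0 (larval minus adult), 0 (adult) for underexpressed genes, 0 at 1 stage or more, 0 at 1 stage only. With each array centred on its median, the genes called between species numbered 7 (early pupal) for D. melanogaster and D. sechellia. Between hybrids and a parent, the called genes numbered 19 (early pupal) and 3 (late pupal) for hybrid with D. simulans, -3 (late pupal) for the count with D. sechellia minus that with D. simulans.

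The paper gives the replicate numbers no meaning, and they were not taken to pair the samples, since not every pair with the same number deviated together. Among the hybrid arrays of different stages, the 18 pairs with the same number had a median correlation of deviations of 0.160, with 11 over 0.1, and the 36 pairs with different numbers of -0.0769, with 5 over 0.1. With the replicate number as a block, the genes called between species numbered 24 (early pupal), 5 (late pupal) and 3 (adult) for D. melanogaster and D. sechellia, 1 (early pupal), 33 (late pupal), 18 (adult) and 33 (late pupal minus larval) for D. melanogaster and D. simulans, 1 (late pupal) for D. sechellia and D. simulans. Between hybrids and a parent, the called genes numbered 8 (larval) for hybrid with D. sechellia, 6 (larval) for the count with D. sechellia minus that with D. simulans. The other 51 counts and summaries stayed within 1.5 times their value or on the same side of the test with the block.

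On signed fold changes, the regressions of the hybrid change gave 0.677 (larval to early pupal), 0.994 (early pupal to late pupal) and 0.765 (late pupal to adult) for the slope on D. sechellia, 1.53 (early pupal to late pupal) for the slope on D. simulans. Over all genes measured, the regressions of the hybrid change gave 0.572 (larval to early pupal) and 0.579 (late pupal to adult) for the slope on D. sechellia, 0.778 (larval to early pupal), 0.829 (early pupal to late pupal) and 0.616 (late pupal to adult) for the slope on D. simulans, 0.0995 (early pupal to late pupal) for the slope on D. sechellia minus that on D. simulans. With the variance over the 6 spots, the percent of genes with the lowest spread in D. sechellia was 44.0 (larval) and 43.8 (adult). With each gene centred on its mean over the groups, the bootstrap shares in percent were 96.3 (early pupal) for D. melanogaster with D. simulans. With a margin of 0.5 or more, the percent of genes with the same highest stage was 86.7 for D. melanogaster and D. sechellia, 92.0 for D. melanogaster and D. simulans, 90.8 for D. sechellia and D. simulans. For genes differing 1.5-fold between the parents without a test, the genes compared between the X chromosome and the autosomes numbered 282 (larval), 490 (early pupal), 487 (late pupal) and 390 (adult).

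With replicate 1, 2 or 3 of every group, or a single hybrid replicate, left out in turn, the lowest and highest values were as follows, and fewer samples enter each of these fits. The genes varying over development numbered 119 to 382 for D. melanogaster, 200 to 496 for D. sechellia, 154 to 400 for D. simulans, 344 to 882 for hybrid. The genes called between species numbered 0 to 56 (larval), 0 to 55 (early pupal), 0 to 63 (late pupal) and 0 to 27 (adult) for D. melanogaster and D. sechellia, 0 to 3 (larval), 0 to 12 (early pupal), 0 to 100 (late pupal), 0 to 35 (adult) and -1 to 97 (late pupal minus larval) for D. melanogaster and D. simulans, 1 to 6 (early pupal), 0 to 29 (late pupal), 0 to 4 (adult), 1 to 6 (early pupal minus larval) and 0 to 29 (late pupal minus larval) for D. sechellia and D. simulans. The genes called between hybrids and a parent numbered 0 to 16 (larval), 0 to 3 (early pupal) and 0 to 80 (adult) for hybrid with D. sechellia, 0 to 59 (larval), 3 to 105 (early pupal), 0 to 66 (late pupal) and 0 to 101 (adult) for hybrid with D. simulans, -43 to 0 (larval), -102 to -3 (early pupal), -66 to 0 (late pupal) and -24 to 13 (adult) for the count with D. sechellia minus that with D. simulans. The misexpressed genes numbered 0 to 7 (larval), 0 to 2 (early pupal), 0 to 60 (adult), 0 to 7 (larval minus late pupal), 0 to 60 (adult minus late pupal) and -53 to 0 (larval minus adult), 0 to 2 (larval), 0 to 2 (early pupal) and 0 to 56 (adult) for underexpressed genes, 0 to 65 at 1 stage or more, 0 to 62 at 1 stage only. The bootstrap shares in percent were 85.9 to 99.9 for larval with early pupal, 14.8 to 100 (larval) for D. melanogaster with hybrid, 82.1 to 100 (larval) and 0 to 100 (adult) for D. sechellia with D. simulans, 36.6 to 100 (early pupal) for D. melanogaster with D. simulans. The regressions of the hybrid change gave 0.797 to 0.878 (larval to early pupal), 0.921 to 0.984 (early pupal to late pupal) and 0.886 to 0.958 (late pupal to adult) for the slope on D. sechellia, 0.852 to 0.993 (larval to early pupal) and 1.07 to 1.19 (late pupal to adult) for the slope on D. simulans, -0.120 to -0.00117 (larval to early pupal) and -0.0980 to -0.0481 (early pupal to late pupal) for the slope on D. sechellia minus that on D. simulans. The percent of genes with the same highest stage was 46.0 to 51.8 for D. melanogaster and D. sechellia, 47.2 to 51.1 for D. melanogaster and D. simulans, 51.7 to 55.0 for D. sechellia and D. simulans. The gene lists called numbered 2 to 4 (early pupal), 0 to 2 (late pupal) and 3 to 5 (adult) for D. sechellia minus D. simulans, 1 to 2 (adult) for hybrid minus mean of parents, 2 to 5 (late pupal to adult) for mean of pure species.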

Differences from the paper's values

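The paper called genes with SAM over all spots at a false discovery rate of 5% and 1.5-fold, with technical arrays as replicates. The values here come from limma on pools at an adjusted p under 0.05 and 1.5-fold, over genes with a name, so the sets of genes differ too. A count is said to come near or reach the paper's where it lies within 1.5 times of it. Counts are compared as they stand and not as shares, although the sets here are smaller than the paper's. As shares of the genes, some would therefore lie nearer to the paper's and others further off. Unless other settings are named, the values with SAM over 6 spots and with every array as a replicate, both set before the data were examined, come near the paper's, and the other planned settings (arrays centred on their medians, replicate block, without replicate 1, 2 or 3, mean of a gene's elements, limma's treat where it applies) do not.

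Of genes varying over development, the paper's reported counts are 1,287 (64.2%) in D. melanogaster, 1,649 (82.2%) in D. sechellia, 1,247 (62.2%) in D. simulans and 1,162 in the hybrids, and here they were 225 (13.2%), 333 (19.5%), 260 (15.2%) and 747. As percent, the hybrids had 57.9 in the paper's text and 43.8 here, which is not counted as different. For the hybrids the replicate block, with 821, also comes near the paper's.

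Classes of hybrid expression are given from larvae to adults. For intermediate expression the paper's counts are 9, 24 and 8 in early pupae, late pupae and adults, and here 0, 0 and 0. SAM reaches the early pupal and adult counts (6 and 7), every array as a replicate the adult count (6), and no planned setting the late pupal count. For D. simulans dominance the paper's counts are 60, 13, 24 and 146 and here 0, 0, 0 and 0. With every array as a replicate they were 84, 29, 25 and 146, which leaves only early pupae apart, and SAM reaches only the adult count (198). For D. sechellia dominance the paper's counts are 27, 146, 174 and 83 and here 0, 2, 0 and 0. Counted so, they were 38, 221, 243 and 87, again apart only in early pupae, and SAM reaches only the adult count (108).

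For underexpressed genes the paper's counts are 206, 76, 14 and 149 and here 0, 0, 0 and 35. SAM gave 168, 63, 12 and 127, and every array as a replicate comes near the paper's only in adults (122). For overexpressed genes the paper's counts are 97, 23, 10 and 53 and here 2, 0, 0 and 1. SAM gave 70, 21, 9 and 44, and every array as a replicate comes near the paper's in larvae (65) and adults (36). For other genes the paper's counts are 446, 330, 327 and 410 and here 1, 38, 12 and 51, with 392, 301, 251 and 334 with every array as a replicate.

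Misexpressed genes number 303 in larvae and 24 in late pupae in the paper's text and 2 and 0 here. SAM alone reaches these counts, with 238 and 21. The paper's counts at 1 stage or more and at 1 stage only are 491 and 389, and here both were 38, with 409 and 330 with SAM.

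For the change from early to late pupae, the paper's slope and r2 on D. sechellia are 0.8963 and 0.9219 and here 0.960 and 0.974. The slope was 0.929 over all genes, 0.921, 0.958 and 0.984 without replicates 1, 2 and 3, and 0.994 on signed fold changes. The r2 was 0.841 over all genes, 0.962, 0.974 and 0.977 without replicates 1, 2 and 3, and 0.959 on signed fold changes. On D. simulans, the paper's slope and r2 are 1.531 and 0.8381 and here 1.03 and 0.915. Signed fold changes, the scale on which the paper plots changes, gave 1.53 and 0.886. All genes gave 0.829 and 0.609. Without replicates 1, 2 and 3 the slopes were 1.01, 1.06 and 1.03 and the r2 0.907, 0.948 and 0.919. For the change from late pupae to adults, the paper's slope and r2 on D. sechellia are 0.6630 and 0.8011 and here 0.893 and 0.973, and the paper's r2 on D. simulans is 0.6417 and here 0.951. In the same order, signed fold changes gave 0.765, 0.910 and 0.843, and all genes gave 0.579, 0.473 and 0.370.

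Between species, the counts are read by eye from Fig. 1. For D. melanogaster and D. sechellia they are about 840, about 830, about 730 and about 730 in Fig. 1, read by eye, from larvae to adults, and here 0, 11, 3 and 6. For D. melanogaster and D. simulans they are about 550, about 480, about 800 and about 670 in Fig. 1, read by eye, and here 0, 0, 2 and 2. For D. sechellia and D. simulans they are about 360, about 640, about 650 and about 570 in Fig. 1, read by eye, and here 0, 2, 0 and 0, and for larvae every array as a replicate (205) does not reach the paper's, while SAM (296) does. Between hybrids and D. simulans, they are about 460, about 520, about 480 and about 440 in Additional file 5, read by eye, and here 2, 39, 12 and 76. Between hybrids and D. sechellia, they are about 680, about 190, about 150 and about 620 in Additional file 5, read by eye, and here 3, 1, 0 and 47. In both pupal stages every array as a replicate (108 and 58) does not reach the paper's, while SAM (166 and 124) does.

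The paper orders misexpression with larvae above adults. Here adults were above larvae, with 36 and 2 genes, while SAM gave 238 in larvae and 171 in adults and every array as a replicate 186 and 158. The paper finds more varying genes in D. sechellia than in the hybrids. The difference here, -414, is no comparison with that order, since 3 pools instead of 1 stood behind each hybrid stage, and it was 376 with SAM and 324 with every array as a replicate. The paper finds no later stage with fewer genes between species than an earlier stage, and with every array as a replicate adults had fewer than larvae between D. melanogaster and D. sechellia (550 and 668). The paper finds no difference among stages in the counts between hybrids and D. simulans, and here they ran from 2 to 76, with 375, 430, 392 and 377 with SAM and 311, 376, 337 and 334 with every array as a replicate. The paper leaves the cluster of larval hybrids with D. melanogaster without support, and here it was found in 99.9% of resamples, in 53.5% without hybrid larval replicate 1, a setting chosen after the values were seen, and in 14.8% without replicate 1. The paper's support came from pvclust and the shares here from plain resampling of genes, so the measures of support may differ. The paper has D. sechellia with D. simulans to the exclusion of D. melanogaster in late pupae and also hybrids with D. sechellia, and here the latter pair was found in 100% of resamples and the hybrid with both parents in 1.5%. With each gene centred on its mean over the groups, this last cluster was found in 67.1%.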

Other observations

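The splits of the hybrid pools and the test on the X chromosome were set before their results were seen, but the adjustment over stages in the latter was chosen after the prediction was written.

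Several groups of genes outside the paper's claims moved over development. In the mean of the pure species, cytosolic ribosomal protein genes fell by a median of 0.60 on the log2 scale from larvae to early pupae (camera, adjusted p = 0.00270, and adjusted p = 0.507 with an estimated correlation), with 4 of 18 called lower and 7 when adjusted over the list alone, and proteasome genes rose by 0.43 (adjusted p = 0.00467, and adjusted p = 0.507 with an estimated correlation), with 3 called. Mitochondrial ribosomal proteins rose by 0.45 from early to late pupae (adjusted p = 0.0195, and adjusted p = 0.134 with an estimated correlation) and fell by 0.54 in adults (adjusted p = 0.0105, and adjusted p = 0.145 with an estimated correlation). Cuticle pigmentation genes rose by 0.45 from early to late pupae (adjusted p = 0.0490, and adjusted p = 0.225 with an estimated correlation), with 4 higher and 1 lower. From late pupae to adults, muscle genes rose by 0.31 (adjusted p = 0.0220, and adjusted p = 0.245 with an estimated correlation), and 8 detoxification genes fell by 0.52 (adjusted p = 0.0287, and adjusted p = 0.245 with an estimated correlation), with 2 called and 3 when adjusted over the list alone. The heat shock list (6 genes) had adjusted p = 0.918, 0.703 and 0.132 at the 3 transitions and the nervous system list (6 genes) 0.383, 0.160 and 0.983.

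Lists with fewer than 5 measured genes were not tested as lists. Of 2 cuticle protein genes, both were called higher in late than in early pupae (median 4.02) and both lower in adults (median -2.71). Of 3 larval serum and fat body genes, 2 were called lower from early to late pupae (median -0.87), and 2 lower and 1 higher in adults (median -2.24). Of 2 glue genes, 1 was called higher and 1 lower in early pupae (median 2.04). Among 2 ecdysone response genes (medians 0.61, -0.41 and -0.14 at the 3 transitions), 1 was called higher and then lower. The 2 phototransduction genes had medians of -0.27, 0.67 and 1.43, with 1 called higher at each of the later transitions. Digestive enzymes (3 genes) had medians of -0.59, -0.44 and -0.13, germline genes (3) 0.14, -0.36 and -0.15, cell cycle genes (3) 0.10, -0.09 and -0.30, and immune genes (3) -0.11, -0.15 and 0.39, with at most 1 gene called in a direction at any transition. The 1 chemosensory gene had -0.07, -0.23 and -0.43 and was not called. No gene of the accessory gland list or of the yolk and chorion list was measured.

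In adults, D. sechellia differed from D. simulans in proteasome genes by a median of 0.23 (camera, adjusted p = 0.00634, and adjusted p = 0.576 with an estimated correlation), in cytosolic ribosomal proteins by 0.28 (adjusted p = 0.0463, and adjusted p = 0.601 with an estimated correlation), in oxidative phosphorylation by 0.54 (adjusted p = 0.00498, and adjusted p = 0.576 with an estimated correlation) and in detoxification genes by -0.46 (adjusted p = 0.0463, and adjusted p = 0.576 with an estimated correlation), with 0 of 8 above 0. Between hybrids and the mean of the parents, no difference was called in heat shock genes (medians -0.21, -0.05, -0.27 and -0.18 from larvae to adults, with adjusted p = 0.840, 0.994, 0.746 and 0.470) or in nervous system genes (medians -0.03, -0.11, 0.39 and 0.24, with adjusted p = 0.806, 0.994, 0.222 and 0.470). The glue gene ng3 lay below the mean of the parents in hybrid larvae (-1.12, adjusted p = 0.0351 from limma).

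For the genes that vary over development in hybrids, 100 splits of the hybrid pools into groups of the sizes of the stages were compared. Only the real split, with 747 genes, gave as many, and the highest of the others gave 362 and their median was 0. The other splits mix pools of different stages, so they show that the stages differ. They do not show how many of the 747 genes were called by chance.

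The X chromosome of hybrid males comes from D. simulans, so X-linked genes might lie nearer to that parent than autosomal genes do, among genes that differ at least 1.5-fold between the parents. The odds ratio of lying nearer D. simulans, X-linked against autosomal, was 0.963 in larvae (95% interval 0.469 to 2.04), 1.89 in early pupae (1.03 to 3.39), 1.89 in late pupae (0.980 to 3.53) and 0.932 in adults (0.531 to 1.65). Fisher's exact test gave p = 1, 0.0276, 0.0423 and 0.788, and after adjustment over the stages 1, 0.0845, 0.0845 and 1, so no stage passed. By the prediction as written, which took the unadjusted p, early and late pupae would have met it. In early pupae 22 of 74 X-linked genes (29.7%) and 76 of 416 autosomal genes (18.3%) lay nearer D. simulans, and in late pupae 19 of 59 (32.2%) and 86 of 428 (20.1%). Among genes called between the parents, only 2 early pupal genes were left, both autosomal. Genes near each other on a chromosome are not independent, and the hypothesis stays undecided.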
